# Inhibition of *Postn* Rescues Myogenesis Defects in Myotonic Dystrophy Type 1 Myoblast Model

**DOI:** 10.3389/fcell.2021.710112

**Published:** 2021-08-19

**Authors:** Xiaopeng Shen, Zhongxian Liu, Chunguang Wang, Feng Xu, Jingyi Zhang, Meng Li, Yang Lei, Ao Wang, Chao Bi, Guoping Zhu

**Keywords:** *Postn*, myotonic dystrophy type 1, microenvironment, myoblast, myogenesis

## Abstract

Myotonic dystrophy type 1 (DM1) is an inherited neuromuscular disease caused by expanded CTG repeats in the 3′ untranslated region (3′UTR) of the *DMPK* gene. The myogenesis process is defective in DM1, which is closely associated with progressive muscle weakness and wasting. Despite many proposed explanations for the myogenesis defects in DM1, the underlying mechanism and the involvement of the extracellular microenvironment remained unknown. Here, we constructed a DM1 myoblast cell model and reproduced the myogenesis defects. By RNA sequencing (RNA-seq), we discovered that periostin (*Postn*) was the most significantly upregulated gene in DM1 myogenesis compared with normal controls. This difference in *Postn* was confirmed by real-time quantitative PCR (RT-qPCR) and western blotting. Moreover, *Postn* was found to be significantly upregulated in skeletal muscle and myoblasts of DM1 patients. Next, we knocked down *Postn* using a short hairpin RNA (shRNA) in DM1 myoblast cells and found that the myogenesis defects in the DM1 group were successfully rescued, as evidenced by increases in the myotube area, the fusion index, and the expression of myogenesis regulatory genes. Similarly, *Postn* knockdown in normal myoblast cells enhanced myogenesis. As POSTN is a secreted protein, we treated the DM1 myoblast cells with a POSTN-neutralizing antibody and found that DM1 myogenesis defects were successfully rescued by POSTN neutralization. We also tested the myogenic ability of myoblasts in the skeletal muscle injury mouse model and found that *Postn* knockdown improved the myogenic ability of DM1 myoblasts. The activity of the TGF-β/Smad3 pathway was upregulated during DM1 myogenesis but repressed when inhibiting *Postn* with a *Postn* shRNA or a POSTN-neutralizing antibody, which suggested that the TGF-β/Smad3 pathway might mediate the function of *Postn* in DM1 myogenesis. These results suggest that *Postn* is a potential therapeutical target for the treatment of myogenesis defects in DM1.

## Introduction

Myotonic dystrophy type 1 (DM1) is an autosomal inherited neuromuscular disease caused by aberrant expanded (CTG) trinucleotide repeats in the 3′ untranslated region (3′UTR) of the *DMPK* gene. The copy number of CTG repeats is higher than 50 in DM1 patients but lower than 37 in healthy individuals. The individuals with 38–49 CTG repeats are considered to have premutations. The expanded CTG repeats in DM1 are transcribed, along with the *DMPK* gene, into mRNA containing expanded CUG repeats, referred to as “toxic RNA” (Udd and Krahe, 2012). This toxic RNA forms a hairpin-like secondary structure in cell nuclei, leading to MBNL1 sequestration (Miller et al., 2000) and CELF1 upregulation (Kuyumcu-Martinez et al., 2007; Kalsotra et al., 2010). Both MBNL1 and CELF1 are RNA-binding proteins and regulate alternative splicing of RNA. Thus, the dysregulation of *MBNL1* and *CELF1* leads to isoform switches of several important genes related to skeletal muscle function, including *CLCN1*, *BIN1, TNNT2*, *IR*, and *PKM*, which directly cause DM1 disease phenotypes (Philips et al., 1998; Savkur et al., 2001; Charlet et al., 2002; Mankodi et al., 2002; Ho et al., 2004; Fugier et al., 2011). Among these phenotypes, the myogenesis defect is a particularly serious problem in DM1 as it has been shown to be closely related to progressive muscle weakness and wasting (Kanadia et al., 2003; Ward et al., 2010).

Myogenesis is a complicated and precisely regulated process that produces myotubes of skeletal muscle. Many myogenic regulatory factors (MRFs) have been documented, including *MyoD*, *MyoG*, and *Mrf4* (Hernandez-Hernandez et al., 2017). Myogenesis consists of two stages, cell cycle withdrawal and myoblast fusion (Andre et al., 2018). In the initial stage, myoblast proliferation is required to generate sufficient cells for myoblast fusion. The proliferation process, however, should be terminated to enable the subsequent myogenesis process (Andres and Walsh, 1996). This cell cycle withdrawal is governed by *p21* (Halevy et al., 1995) and *Rb* (Zacksenhaus et al., 1996). Following cell cycle arrest, the myoblasts undergo cell fusion to generate multinucleated myotubes (Schnorrer and Dickson, 2004). Although the detailed mechanism remains elusive, many fusion-related regulators have been discovered, including *Myomaker* (Millay et al., 2013, 2014) and *Myomixer* (Bi et al., 2017). Many studies have proposed possible explanations for the defective myogenesis in DM1. *Celf1* is directly phosphorylated and regulated by *Akt* and *cyclin D3*/*cdk4*, which leads to *CCND1* upregulation and *p21* downregulation and causes impaired myogenesis in DM1 (Timchenko et al., 2001a; Salisbury et al., 2008). Consistently, recent studies have observed suppression of cell cycle withdrawal in DM1 or *Celf1*-overexpressing myoblasts (Furling et al., 2001; Peng et al., 2015), probably due to dysregulation of *cyclin D1* and *p21*. *DMPK*, a rho kinase, may be involved in the regulation of myosin light chain phosphorylation, and its isoform E has been shown to be crucial for normal muscle development (Jansen et al., 1996; Mulders et al., 2011). Although studies have shown that *DMPK* is dispensable for myoblast differentiation (Jansen et al., 1996), the *DMPK* dysregulation that occurs as a result of expanded CUG repeats suggests a potential role of this gene in myoblast differentiation. Moreover, MRFs including *MyoD* and *Six5* are altered in DM1 owing to the expanded CUG repeats and *DMPK* dysregulation, respectively (Inukai et al., 2000; Apponi et al., 2011). Although each of the above findings can partially explain the defective myogenesis in DM1, the underlying mechanism remains unclear.

Periostin (*Postn*) is a matricellular protein that consists of seven domains: a signal peptide, a cysteine-rich domain, a C-terminal region, and four FAS1 domains. *Postn* is well known as an important microenvironment component that favors tumor growth and metastasis. In ovarian cancer, *Postn* is upregulated by the TGF-β pathway and promotes migration and invasion (Yue et al., 2021). *Postn* is also a candidate prognostic marker in colorectal cancers (Oh et al., 2017) and promotes colorectal cancer progression through activating *YAP*/*TAZ* (Ma et al., 2020). In glioma, *Postn* promotes tumor growth, epithelial–mesenchymal transition (EMT), invasion, and resistance to antiangiogenic therapy by recruiting M2 macrophages and activating *STAT3* (Zhou et al., 2015; Park et al., 2016). *Postn* is targeted by *miR-876* and facilitates EMT and fibrosis of hepatocellular carcinoma (Chen et al., 2020). *Postn* also plays an important part in cancer stem cell maintenance by recruiting Wnt ligands to enhance Wnt signaling in cancer stem cells (Malanchi et al., 2011). In addition to its roles in cancer, *Postn* has been reported to regulate skeletal muscle regeneration; it is temporally expressed during skeletal muscle regeneration (Ozdemir et al., 2014), and *Postn* knockout improves muscle recovery and inhibits fibrosis after skeletal muscle injuries. Moreover, POSTN-neutralizing antibody treatment promotes recovery from skeletal muscle injuries in a mouse model (Hara et al., 2018). In a muscular dystrophy mouse model, *Postn* knockout was found to improve myogenesis and inhibit fibrosis by upregulating the TGF-β pathway (Lorts et al., 2012). Nevertheless, the function of *Postn* in regulating DM1 has remained unknown.

In this study, we used a DM1 mouse myoblast cell model to study myogenesis defects in DM1. *Postn* was found to be significantly upregulated both during the DM1 myoblast differentiation process and in skeletal muscles and myoblasts of DM1 patients. By downregulating *Postn* with short hairpin RNA (shRNA) or a neutralizing antibody, the myogenesis defects in DM1 were successfully rescued. Moreover, *Postn* knockdown in DM1 myoblasts improved the efficiencies of myogenesis and regeneration in a skeletal muscle injury mouse model. The TGF-β/Smad3 pathway that was enhanced in the DM1 myogenesis process was suppressed with *Postn* inhibitions, which might mediate the function of *Postn* in the myogenesis process of DM1 myoblasts. These results suggest that *Postn* is a potential therapeutical target for the treatment of DM1.

## Materials and Methods

### Cell Culture

C2C12 cells (RRID: CVCL_0188) were provided by the Stem Cell Bank, Chinese Academy of Sciences. C2C12 cells were cultured in high-glucose Dulbecco’s Modified Eagle Medium (DMEM, HyClone, Cat #SH30022.01) supplemented with 20% fetal bovine serum (Clark, Cat #FB15015), 50 U/mL penicillin (Biosharp, Cat #BL505A), and 50 μg/mL streptomycin (Biosharp, Cat #BL505A). *In vitro* myoblast differentiation was induced by switching the above medium to high-glucose DMEM (HyClone) supplemented with 2% horse serum (HyClone, Cat #SH30074.03), 50 U/mL penicillin (Biosharp), 50 μg/mL streptomycin (Biosharp), and 1 μM insulin (Beyotime, Cat#P3376-100IU) when cells were confluent. The *in vitro* myoblast differentiation process typically spanned 6 days. When neutralizing the secreted POSTN during myoblast differentiation, 1.5 μg/ml anti-POSTN antibody (Sino Biological, Cat #50450-RP02, RRID: AB_2891098) was added to the differentiation medium. 1.5 μg/ml IgG control antibody (Santa Cruz Biotechnology, Cat #sc-2025, RRID: AB_737182) was used as control. Both antibodies were added from day 0 to day 6 of *in vitro* myoblast differentiations.

### Construction of Plasmids and Cell Lines

The pcDNA-GFP-(CUG)_5_ (GFP-CUG5) and pcDNA-GFP-(CUG)_200_ (GFP-CUG200) plasmids were as described previously (Amack and Mahadevan, 2001). The pLL4.0 vector was previously developed by our laboratory (Shen et al., 2020). The pLL4.0 vector was constructed by replacing a CMV-EGFP cassette in the pLL3.7 vector with a PGK-puromycin cassette. Scrambled, shPostn, and shMbnl1 plasmids were generated by ligating the scrambled, *Postn*, and *Mbnl1* shRNA coding sequences into the pLL4.0 vector, respectively. The sequences of the scrambled, *Postn*, and *Mbnl1* shRNAs are listed in Supplementary Table 1.

Plasmids were transduced into cells using PolyJet (SignaGen, Cat #SL100688) according to the manufacturer’s instructions. Normal (C2C12 GFP-CUG5) and DM1 (C2C12 GFP-CUG200) myoblast cell models were produced by transfecting C2C12 cells with GFP-CUG5 and GFP-CUG200 plasmids, respectively, followed by G418 selection until stable. Control and *Postn* knockdown DM1 myoblast cell lines were produced by transfecting C2C12 GFP-CUG200 cells with the scrambled and shPostn plasmids, respectively, followed by puromycin selection until stable. Control and *Postn* knockdown normal myoblast cell lines were produced by transfecting C2C12-CUG5 cells with the scrambled and shPostn plasmids, respectively, followed by puromycin selection until stable. Control and *Mbnl1* knockdown myoblast cell lines were produced by transfecting C2C12 cells with the scrambled and shMbnl1 plasmids, respectively, followed by puromycin selection until stable.

### Total RNA Extraction and Real-Time Quantitative PCR

Total RNA was extracted using Total RNA Isolation Reagent (Biosharp, Cat #BS259A). Reverse transcription was performed using the FastKing RT Kit (Tiangen, Cat #KR118-02). Quantitative PCR was performed using the Powerup SYBR Master Mix (Applied Biosystems, Cat #A25778). These experiments were conducted according to the corresponding manufacturer’s manuals. *Gapdh* was used as a normalized control gene. The primer sequences used in real-time quantitative PCR (RT-qPCR) are listed in Supplementary Table 1.

### RNA Sequencing and Data Analysis

The library construction and sequencing steps of RNA sequencing (RNA-seq) were performed by Anhui Microanaly Genetech Co., Ltd. Raw data were subjected to adapter trimming and read filtering using the trim_galore software (Trim Galore, RRID: SCR_011847). The filtered data were aligned to the mouse genome (GRCm38) using Hisat2 (HISAT2, RRID: SCR_015530) and then analyzed with StringTie (RRID: SCR_016323) to generate readcount tables. Differentially expressed genes (DEGs) were determined by DESeq2 (RRID: SCR_015687) (Love et al., 2014) using ∣log2(fold change)∣ > 1 and adjusted *P*-value < 0.05 as the cutoffs. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed using the clusterProfiler package (clusterProfiler, RRID: SCR_016884) (Yu et al., 2012). RNA-seq data generated during this study are deposited at the Gene Expression Omnibus (GEO) database (GSE174119). The RNA-seq data of tibialis anterior (TA) muscles and myoblasts from healthy, and DM1 individuals were obtained from the GEO database using accession numbers GSE86356 and GSE158216, respectively.

### Protein Extraction and Western Blotting

Intracellular protein samples were extracted using Cell Lysis Buffer (Beyotime, Cat #P0013) supplemented with EASYpack Protease Inhibitors (Roche, Cat #5892970001). Protein concentrations were measured with a BCA protein assay kit (Biosharp, Cat # BL521A) and then adjusted to be the same. Supernatant protein samples were obtained by collecting the culture medium of the corresponding cells. For normalization, the volumes of the cell culture medium were initially the same when culturing cells and the loading volumes of the culture medium were normalized to their corresponding cell numbers when doing gel electrophoresis. Samples were subjected to sodium dodecyl sulfate polyacrylamide gel electrophoresis and the proteins were transferred onto PVDF membranes. The membranes were then blocked and incubated with primary antibodies overnight at 4°C. On the next day, the membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies and reacted with chemiluminescent substrates (Biosharp, Cat #BL520A). Images were taken with a Tanon 5200 Imaging System. The antibodies and dilutions were as follows: anti-POSTN pAb (1:1,000, Sino Biological, Cat #50450-RP02, RRID: AB_2891098), anti-SMAD3 (1:2,000, Santa Cruz, Cat #sc-101154, RRID: AB_1129525), anti-p-SMAD3 (1:2,000, Santa Cruz, Cat #sc-517575, RRID: AB_2892229), anti-MBNL1 mAb (1:2,000, Novus, Cat #NB110-37256, RRID: AB_792678), anti-GAPDH pAb (1:2,000, Biosharp, Cat #BL006B, RRID: AB_2890028), goat anti-mouse HRP antibody (1:2,000, Biosharp, Cat #BL001A, RRID: AB_2827665), and donkey anti-rabbit HRP antibody (1:2,000, Invitrogen, Cat #31458, RRID: AB_228213). The intensities of the western blot gel bands were measured using ImageJ (RRID: SCR_003070).

### Immunostaining

Samples (cells and slides) were fixed with 4% paraformaldehyde at room temperature. After that, the samples were blocked with the blocking solution (10% normal goat serum and 0.1% Triton X-100 in PBS). The samples were then incubated with primary antibodies that were diluted in the blocking solution at 4°C overnight. On the next day, the samples were incubated with fluorescence conjugated secondary antibodies and DAPI. The antibodies and dilutions were as follows: anti-myosin heavy chain (MHC) mAb (1:10, DHSB, Catalog No. AB_2147781, and RRID: AB_2147781) and goat anti-mouse Alex Fluor Plus 555-conjugated IgG (1:500, Invitrogen, Catalog No. A32727, and RRID: AB_2633276). All images were obtained with a Leica DMi8 fluorescence microscope and analyzed with ImageJ (RRID: SCR_003070). Fusion index equaled to the ratio of nuclei number in the cells with at least two nuclei vs. total nuclei number. Myotube area equaled to the ratio of the MHC fluorescence positive area vs. the whole area in the immunostaining images.

### Mice and Skeletal Muscle Injury Models

All mouse-related experiments were performed according to the protocols approved by the Institutional Animal Care and Use Committee of Anhui Normal University. Eight-week old male Swiss mice were anesthetized and injected with 25 μl of 10 μM cardiotoxin (CTX, Sigma, Cat #217503) into TA muscles to produce skeletal muscle injury models. On the next day, the CTX injected TA muscles were injected with scramble control and *Postn* knockdown DM1 myoblast cells (5 × 10^4^ cells per TA muscle), respectively, to test their myogenic abilities *in vivo*. PBS was used as a sham control. The TA muscles were harvested 14 days after the cell injections and subjected to cryosectioning using OCT (Sakura, Cat #4583). The slices of TA muscles were then stained with hematoxylin & eosin (H&E, Biosharp, Cat #BL700B) and immunostained against MHC to determine muscle regeneration efficiencies after injury.

### Statistical Analysis

All experiments were performed at least three times. Shapiro–Wilk test was used for data normality test. Student’s *t*-test was used for two-group comparisons, and one-way analysis of variance (ANOVA) followed by *post hoc* Tukey tests was used for comparisons of three or more groups. An asterisk is used to label significant differences (*P* < 0.05) in the figures. All data are presented as mean ± SD.

## Results

### Myogenesis Was Significantly Impaired in the DM1 Myoblast Cell Model

The myogenesis process is severely impaired in DM1 according to most studies (Amack et al., 2002; Timchenko et al., 2004; Kuyumcu-Martinez et al., 2007; Peng et al., 2015), although several groups have reported no significant change in myogenic abilities in myoblasts derived from some DM1 patients (Jacobs et al., 1990; Loro et al., 2010). Therefore, we first compared the myogenic abilities of DM1 and normal murine myoblast cell models. To construct DM1 and normal myoblast cell models, we stably transfected murine myoblast C2C12 cells with the GFP-CUG5 and GFP-CUG200 plasmids, respectively. Normal and DM1 myoblasts were subjected to *in vitro* myoblast differentiation. At differentiation day 6, the DM1 group displayed markedly less myotube formation compared with the normal control, as visualized by immunostaining against MHC (Figure 1A). The myotube area was 51.69% ± 9.51% in the normal group but 14.25% ± 5.24% in the DM1 group; and the fusion index was 43.20% ± 7.34% in the normal group but 15.72% ± 2.77% in the DM1 group (Figure 1B). Through RT-qPCR, we found that MRFs (*MyoD*, *MyoG*, *Mef2C*, and *Mrf4*) were significantly inhibited in the DM1 group during *in vitro* myoblast differentiation. Moreover, the essential myoblast fusion markers *Myomaker* and *Myomixer* were also downregulated (Figure 1C). These results confirmed that myoblast differentiation and fusion were both impaired in DM1 myoblasts.

**FIGURE 1:**
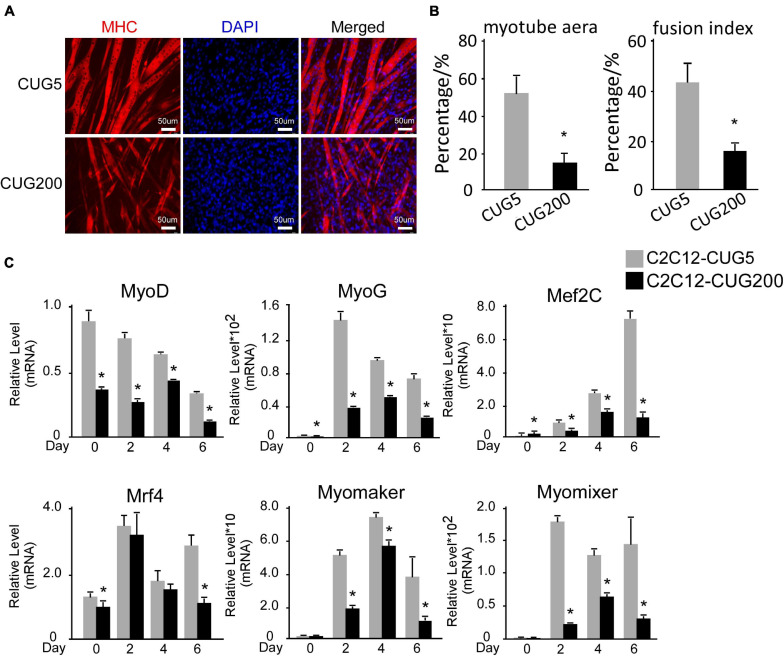
Myogenesis was significantly impaired in the myotonic dystrophy type 1 (DM1) myoblast cell model. **(A)** Myotube formation by myoblast cells of both normal control and DM1 groups, detected by immunostaining against myosin heavy chain (MHC) at differentiation day 6. **(B)** Myotube area and fusion index in both the normal control and DM1 groups quantified with ImageJ software. **(C)** Expression levels of myogenic regulatory factors (MRFs; *MyoD*, *MyoG*, *Mef2C*, and *Mrf4*) and fusion markers (*Myomaker* and *Myomixer*) in normal control, and DM1 groups, measured by real-time quantitative PCR (RT-qPCR). All expression levels were normalized to the values of the normal control group at day 0. CUG5, normal control myoblast cells (C2C12 GFP-CUG5); CUG200, DM1 myoblast cells (C2C12 GFP-CUG200); *P < 0.05.

### Periostin Might Mediate Aberrant Myogenesis in DM1 Myoblasts

Although many studies have proposed possible explanations for the myogenesis defects in DM1, the underlying mechanism, especially the involvement of the microenvironment, has remained unclear. To investigate this mechanism, we performed RNA-seq on total RNA samples of normal and DM1 myoblasts at differentiation day 4, when myotubes started to form during *in vitro* myoblast differentiation. 

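C2C12 is a mouse myoblast cell line that fuses into multinucleated myotubes in low serum, and the stably transfected plasmids carry 5 CTG repeats (CUG5, normal group) or 200 CTG repeats (CUG200, DM1 group) in the 3′ untranslated region of *GFP*. RNA from 3 libraries of each group at differentiation day 4 was analysed. The methods describe stable selection with G418 and do not say whether the 3 replicates of a group came from separate transfections. The authors trimmed the reads with trim_galore, aligned them to the mouse genome GRCm38 with HISAT2, and deposited the counts per gene that they derived with StringTie, without normalization. The counts summed to 80957325, 61707889, and 70436307 in the normal libraries 1, 2, and 3, and to 79094991, 72024197, and 63529148 in the DM1 libraries 1, 2, and 3. A count in this table stands for 75 aligned bases and not for 1 read, because StringTie's coverage multiplied by the transcript length and divided by 75 gave the deposited count for 99.3% of the genes with a single transcript in every library. Among genes with low counts the commonest value was 300 bases, or 4 counts, so that the libraries held from 15426972 to 20239331 sequenced fragments if each fragment gave 4 counts. Mitochondrial genes took between 8.90% and 13.5% of the counts of a library. For the comparison of the groups, genes with too few counts were removed with edgeR's filterByExpr, the libraries were scaled by the TMM method, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The biological coefficient of variation between replicates was 0.221. Genes that share exons were counted separately by the authors, and 3339 of the 55421 genes share exonic bases with another gene on the same strand, so their counts are uncertain.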

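For the principal components, counts were transformed with DESeq2's variance stabilizing transformation and the 500 most variable genes were kept. The PC1 axis held 35.3% of the variance and PC2 held 22.9%. On PC1 the normal libraries lay at -5.51, -7.65, and -15.4 and the DM1 libraries at 12.3, 7.24, and 9.05, so the groups did not overlap. The mean distance between libraries of different groups was 27.8, and it was 23.96 between libraries of the same group, a ratio of 1.16. No other of the 10 splits of the 6 libraries into 3 and 3 gave as large a ratio (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With all tested genes in place of the 500 most variable ones, the alternative that moved it most, the ratio was 1.33. The PC2 axis separated replicate 3 of each group, at 10.9 and 10.8, from the other replicates, which lay between -9.89 and -1.47.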

Principal components analysis (PCA) indicated that the gene expression patterns between normal and DM1 groups were different (Figure 2A). Next, we analyzed DEGs of the two groups using DESeq2, with ∣log2(fold change)∣ > 1 and adjusted *P*-value < 0.05 as the cutoffs for DEG determination. 

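The test covered 19005 genes that passed the filter on low counts. Of these, 3016 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, with 1356 higher and 1660 lower in the DM1 group, before any cutoff on the fold change. DESeq2, run on the same counts, gave an adjusted p-value to 16182 genes after its own filter.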

There were 279 upregulated and 158 downregulated genes in the DM1 vs. the normal group (Figure 2B). 

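With the cutoffs of an absolute log2 fold change over 1 and an adjusted p-value under 0.05, edgeR's quasi-likelihood test called 259 genes upregulated and 155 genes downregulated in the DM1 group, and 334 of these 414 genes were protein-coding. The median log2 fold change was 1.40 among the upregulated and -1.32 among the downregulated genes. DESeq2 called 279 upregulated and 158 downregulated genes, of which 237 and 143 were also called by edgeR. The choice that moved the counts by the largest ratio was edgeR's glmTreat, which tests each gene against an absolute log2 fold change of 1 and not against 0. It called 3 genes upregulated, *Postn*, *Tspan8*, and *Nlrp4e*, and 1 gene downregulated, *Myh8*. *Nlrp4e* is named because of this call and was chosen after its values were seen. Without the third normal library, 91 genes were downregulated. Of the called genes, 15 upregulated and 12 downregulated ones share exons with another gene, and 7 and 3 of them stayed past the cutoffs when the counts were summed over the genes that share exons.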

As shown in the heatmap of relative levels of all DEGs in Figure 2C, *Postn* was markedly upregulated in the DM1 group. 

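In all 414 genes past the cutoffs, every DM1 library lay above every normal library or every DM1 library lay below it. These genes were selected by their difference in the same libraries, so their separation adds no support of its own. Among all tested genes 37.2% were separated in this way, and chance gives 10% for 3 libraries against 3. *Postn*, listed in the files as ENSMUSG00000027750, encodes the secreted matrix protein periostin and lies on the plus strand of chromosome 3 of GRCm38 from 54361109 to 54391037. It had 4258, 2895, and 3193 counts in the normal libraries and 26033, 23802, and 23656 counts in the DM1 libraries. After TMM scaling this was 47.8 ± 2.54 CPM (SD, n = 3) in the normal group and 347 ± 11.2 CPM (SD, n = 3) in the DM1 group, a difference far larger than the spread between replicates.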

Table 1 shows the top 20 level-changed genes in the DM1 group. 

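Of the 20 genes, edgeR's quasi-likelihood test placed 13 past the cutoffs, 8 upregulated and 5 downregulated. The genes *Gm45062*, *Gm49948*, *Gm47308*, and *Mir686* reached the minimum count of the filter in too few libraries to pass it. *Pcdhga9*, *Trhde*, and *Unc13c* were tested and had an adjusted p-value over 0.05. With DESeq2, 13 upregulated and 7 downregulated genes had a change at least as large as the smallest one in Table 1 in their direction, and all 20 are in the table.

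**Figure D1:**
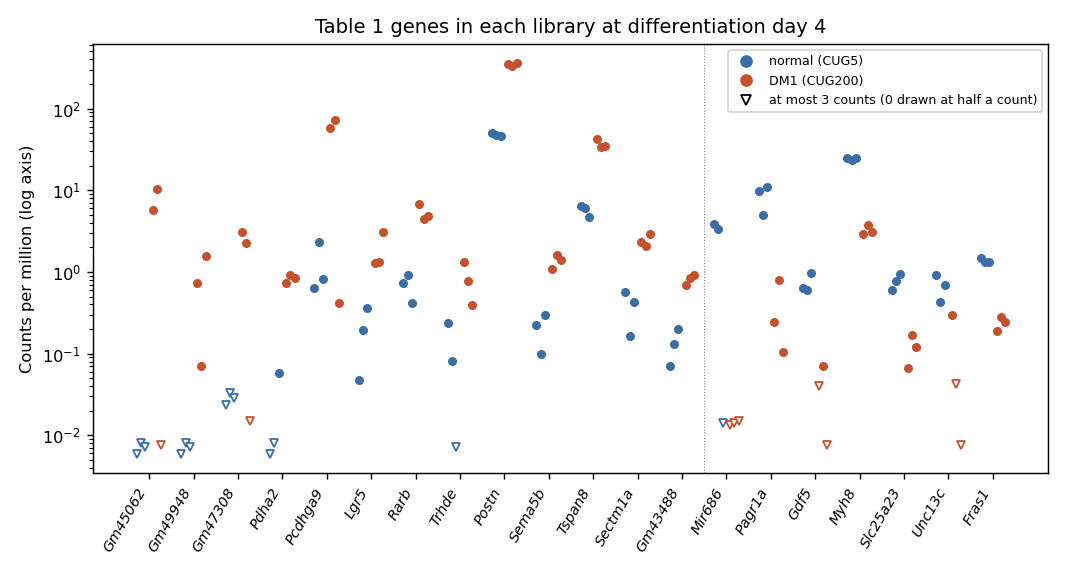
CPM after TMM scaling (log axis) of the Table 1 genes in each of the 3 normal and 3 DM1 libraries, with upregulated genes on the left of the dotted line and downregulated genes on the right. Open triangles mark libraries with at most 3 counts. The libraries of *Postn* lie close together within each group, while 1 library of the group with counts, DM1 for *Gm45062* and *Gm47308* and normal for *Mir686*, holds at most 1 count.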

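Coordinates are those of GRCm38, and every p-value is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Pdha2*, on chromosome 3 from 141210004 to 141212355, had 0, 0, and 4 counts in the normal libraries and 55, 66, and 56 counts in the DM1 libraries, with a log2 fold change of 5.35 (standard error 0.867, adjusted p = 0.00644) that lay between 4.72 and 8.91 with each library left out in turn. *Rarb*, on chromosome 14 from 16430839 to 16819156, rose from 0.690 ± 0.258 to 5.38 ± 1.31 CPM (SD, n = 3 each), a log2 fold change of 2.96 (standard error 0.314, adjusted p = 0.00181). *Tspan8*, on chromosome 10 from 115816832 to 115849893, rose from 5.70 ± 0.922 to 36.9 ± 5.10 CPM, with a log2 fold change of 2.69 (standard error 0.158, adjusted p = 2.09e-04). *Sema5b* on chromosome 16 and *Sectm1a* on chromosome 11 had log2 fold changes of 2.69 (standard error 0.423, adjusted p = 0.00582) and 2.63 (standard error 0.404, adjusted p = 0.00534) from at most 48 counts in any normal library. *Trhde*, on chromosome 10 from 114398823 to 114802307, had 20, 5, and 0 counts in the normal libraries and 99, 55, and 26 counts in the DM1 libraries, and its log2 fold change of 2.90 (standard error 0.926) was not past the threshold (adjusted p = 0.0706).

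*Pcdhga9*, on chromosome 18 from 37736936 to 37841870, is 1 of 41 genes of the protocadherin gamma cluster that share exons. It had 53, 142, and 57 counts in the normal libraries and 4339, 5168, and 28 counts in the DM1 libraries, so its log2 fold change of 5.15 (standard error 1.93, adjusted p = 0.167) rests on DM1 libraries 1 and 2. Without DM1 library 3 the adjusted p-value was 0.0149, and over the fits that each left out a library it ranged from 0.0149 to 0.381. Summed over the overlapping genes, the counts were lower in the DM1 group, with a log2 fold change of -0.61 (standard error 0.110, adjusted p = 0.00909).

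*Mir686*, the miR-686 of the paper, lies on chromosome 14 from 54616677 to 54616785 within *Psmb5* and on its strand. It had 327, 206, and 1 counts in the normal libraries and 1 count in each DM1 library, at least 56.9-fold lower than in the normal group, and failed the filter (adjusted p = 0.171 in a fit of all genes with counts, and 2.49e-06 without normal library 3). Together with *Psmb5* the log2 fold change was 0.25 (adjusted p = 0.324). *Pagr1a*, on chromosome 7 from 127015033 to 127017352, had a log2 fold change of -4.49 (standard error 0.712, adjusted p = 0.0129), which was -0.12 (adjusted p = 0.867) when the counts of the overlapping *Gm42742* and *Pagr1b* were added. Without DM1 library 1 its adjusted p-value was 0.0650. *Slc25a23* on chromosome 17 fell from 0.772 ± 0.169 to 0.119 ± 0.0506 CPM (SD, n = 3 each), with a log2 fold change of -2.69 (standard error 0.478, adjusted p = 0.00891). *Fras1* on chromosome 5 fell from 1.38 ± 0.0750 to 0.237 ± 0.0464 CPM, with a log2 fold change of -2.53 (standard error 0.306, adjusted p = 0.00249).

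**Figure D2:**
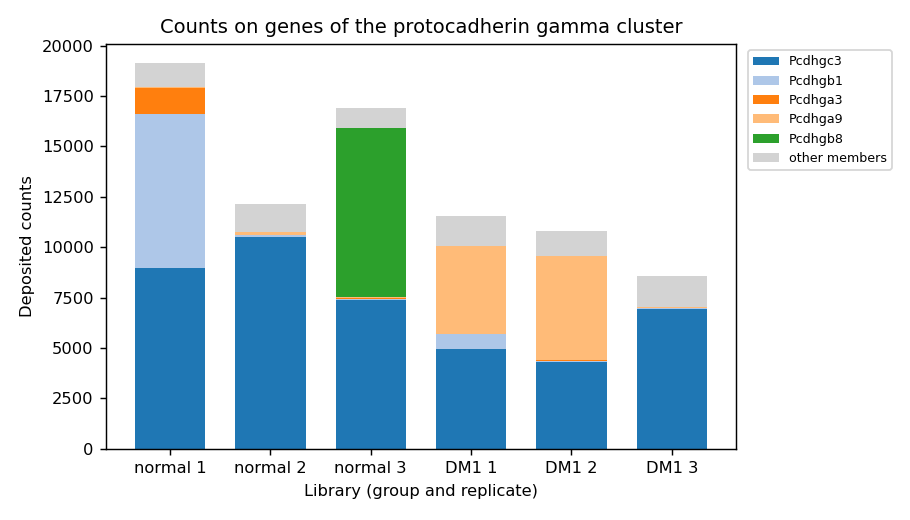
Deposited counts on the genes of the protocadherin gamma cluster in each library, stacked by gene, with genes under 1000 counts in every library drawn together in grey. Most of the counts other than those of *Pcdhgc3* fall on *Pcdhgb1* in normal library 1, on *Pcdhgb8* in normal library 3, and on *Pcdhga9* in DM1 libraries 1 and 2, and the cluster sums to between 8583 and 19127 counts.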

*Pdha2*, *Pcdhga9*, *Lgr5*, *Rarb*, *Trhde*, *Postn*, *Sema5b*, *Tspan8*, and *Sectm1a* were significantly upregulated, while *miR-686*, *Pagr1a*, *Gdf5*, *Myh8*, *Slc25a23*, *Unc13c*, and *Fras1* were significantly downregulated. *Postn* was the most significantly altered gene, with log2(fold change) = 2.86 and adjusted *P*-value = 1.79E−178. 

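In edgeR's quasi-likelihood test *Postn* had a log2 fold change of 2.86 (standard error 0.0865, adjusted p = 3.52e-06), the smallest p-value of the genes tested. The second smallest adjusted p-value was 7.65e-05. The log2 fold change lay between 2.84 and 2.90 with each library left out in turn. Over all 17 alternative settings it lay between 2.62 and 2.90 and the adjusted p-value between 1.79e-178, with DESeq2, and 3.16e-04. By DESeq2 the gene also ranked first by p-value. From this change the paper proposes that *Postn* might be associated with the pathogenesis of DM1.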

We then performed GO and KEGG analyses on all DEGs. 

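The GO terms were not analysed here, and a list of 82 contractile fiber genes, such as myosins, troponins, and proteins of the Z-disc, was tested in their place. Of the 79 members tested, 15 were downregulated past the cutoffs in the DM1 group, where 0.644 would be expected (one-sided Fisher's exact test against all tested genes, adjusted p = 1.79e-15 over 22 list tests). Adjusted over the list alone, the count was also 15. No member was upregulated past the cutoffs, also at an unadjusted p-value under 0.05 (0 members). Among the members, *Myh7* on chromosome 14 fell from 14.9 ± 1.97 to 3.40 ± 0.729 CPM (SD, n = 3 each), a log2 fold change of -2.13 (standard error 0.184, adjusted p = 9.97e-04 from edgeR's quasi-likelihood test). Its neighbor *Myh6* had a log2 fold change of -2.01 (standard error 0.225, adjusted p = 0.00205 from the same test). *Lmod3* on chromosome 6 and *Unc45b* on chromosome 11 fell by 1.08 and 1.25 on the log2 scale (adjusted p = 5.38e-04 and 0.00114 from the same test). Among the alternatives of this Fisher's test the result was lost only under glmTreat, where the adjusted p-value of the list was 0.0914. There the only downregulated gene was *Myh8*, which is a member, so glmTreat left too few genes to test the list.

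**Figure D3:**
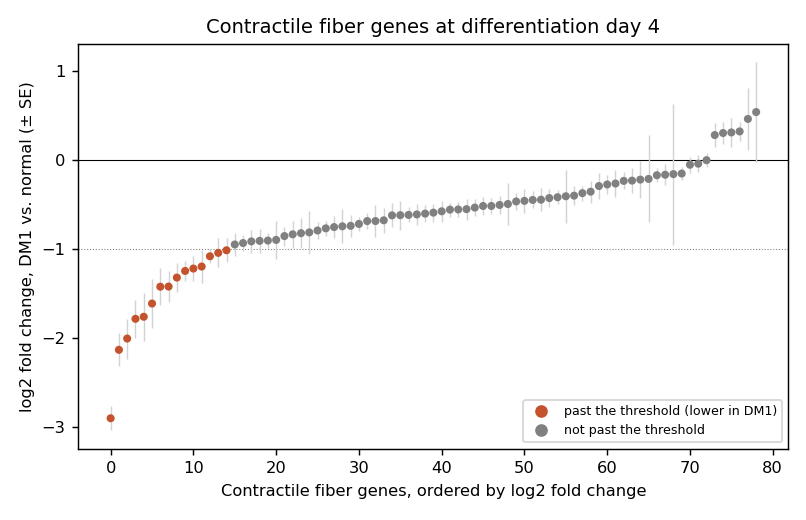
The log2 fold change of each of the 79 tested contractile fiber genes between DM1 and normal myoblasts, in ascending order, with its standard error from the edgeR fit. The 15 genes past the cutoffs are colored and lie at the left below -1, and 73 of the 79 genes lie below 0.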

The GO results showed that all striated muscle-related biological processes (BP), cellular components (CC), and molecular functions (MF) were inhibited (Figure 2D). 

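The KEGG gene sets were not analysed here, and lists written by hand for the same pathways were tested in their place. Of 96 tested genes of the Jak-STAT list, *Pik3r3*, *Ccnd3*, *Ccnd2*, and *Lepr* were downregulated past the cutoffs (one-sided Fisher's exact test, adjusted p = 0.0218) and *Bcl2l1* and *Il12a* were upregulated (adjusted p = 0.572). Of 115 tested genes of the insulin signaling list, 5 were downregulated (adjusted p = 0.00856, same test) and 0 were upregulated (1 at an unadjusted p-value under 0.05). Of 89 tested genes of the insulin resistance list, 5 were downregulated (adjusted p = 0.00445, same test) and 1, *Gfpt2*, was upregulated, which was lost with any 1 of the 6 libraries left out (adjusted p from 0.0526 to 0.0861, edgeR's quasi-likelihood test). The downregulated genes of both insulin lists were *Pik3r3*, *Prkaa2*, *Pygm*, *Gsk3b*, and *Ppp1r3a*. Adjusted over the list alone, the counts of downregulated genes were 4 for Jak-STAT and 5 for each insulin list. *Pik3r3* on chromosome 4 fell from 107 ± 3.71 to 52.98 ± 7.14 CPM (SD, n = 3 each), a log2 fold change of -1.01 (standard error 0.106, adjusted p = 0.00172 from edgeR's quasi-likelihood test), which was -0.93 without DM1 library 3 and also fell short of the cutoff on the fold change without normal library 2 and without normal library 3. *Gsk3b* and *Ppp1r3a* were each no longer past the cutoffs in 5, and *Lepr* in 4, of the 6 fits that left out a library. *Pik3r3* shares exonic bases with 1 other gene. *Ccnd3* on chromosome 17 fell from 203 ± 9.30 to 83.0 ± 16.1 CPM, a log2 fold change of -1.29 (standard error 0.136, adjusted p = 0.00181 from the same test). *Pygm*, the muscle glycogen phosphorylase on chromosome 19, had a log2 fold change of -1.46 (standard error 0.181, adjusted p = 0.00270 from the same test). Over all list members, camera with a preset correlation gave adjusted p-values of 0.404 (Jak-STAT), 8.01e-04 (insulin signaling), and 0.0513 (insulin resistance). With fry they were 0.168, 0.0208, and 0.0632 in the same order. With camera at the correlation estimated from the libraries they were 0.691, 0.458, and 0.536, so none of these lists was past the threshold there. The median log2 fold change of the insulin signaling list moved from -0.16 to -0.05 once the trends of the fold change with transcript length and GC content were removed. Each of the 3 results for downregulated genes was lost without DM1 library 3, with adjusted p-values of 0.169, 0.486, and 0.395 for Jak-STAT, insulin signaling, and insulin resistance, and also without normal library 2 (0.264, 0.289, and 0.254) and without normal library 3 (0.147, 0.166, and 0.139). The Jak-STAT result was lost without DM1 library 1 as well (0.0789).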

The KEGG results showed that striated muscle-related pathways (Jak-STAT signaling, insulin signaling, and insulin resistance) were significantly repressed. Surprisingly, some components of the Wnt signaling pathway were upregulated but some other components were downregulated (Figure 2E). 

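In a hand-written Wnt signaling list, 117 genes were tested. *Nkd2*, *Nfatc4*, *Wnt10a*, *Axin2*, *Sfrp2*, *Dkk3*, and *Lgr5* were upregulated past the cutoffs (7 genes, one-sided Fisher's exact test, adjusted p = 0.00492) and *Ccnd3*, *Fzd3*, *Ccnd2*, *Prickle1*, and *Gsk3b* were downregulated (5 genes, adjusted p = 0.00856). Adjusted over the list alone the counts were also 7 and 5. *Axin2*, which encodes a feedback inhibitor of the pathway on chromosome 11, rose from 2.66 ± 0.435 to 6.04 ± 1.25 CPM (SD, n = 3 each), a log2 fold change of 1.18 (standard error 0.207, adjusted p = 0.00838 from edgeR's quasi-likelihood test). *Nkd2* on chromosome 13 had a log2 fold change of 1.74 (standard error 0.228, adjusted p = 0.00316 from the same test). *Fzd3*, a receptor gene on chromosome 14, fell from 24.8 ± 1.34 to 11.99 ± 1.30 CPM, a log2 fold change of -1.05 (standard error 0.115, adjusted p = 0.00198 from the same test), and of -0.98 without DM1 library 3 and -0.99 without normal library 3, both short of the cutoff on the fold change. *Prickle1* on chromosome 15 had a log2 fold change of -1.36 (standard error 0.244, adjusted p = 0.0104 from the same test). The result for the downregulated genes was lost without DM1 library 3 (adjusted p = 0.225) and without normal library 3 (adjusted p = 0.0548). The members went both ways, with a median log2 fold change of -0.07, and neither camera with a preset correlation (adjusted p = 0.0898) nor fry (adjusted p = 0.155) placed the list past the threshold.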

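The size of the change in *Postn* was compared with that of other genes. Among the 259 upregulated genes its log2 fold change ranked 16, and by the absolute log2 fold change it ranked 27 among the 414 genes past the cutoffs. Among the 12558 genes with more than 100 counts in every library, only 1 gene had a larger absolute change.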

In summary, *Postn* was the most significantly upregulated gene in the DM1 group, implying that *Postn* might be associated with DM1 pathogenesis.

**TABLE 1:** Top altered genes in RNA sequencing (RNA-seq).

Gene	log2(fold change)	Adjusted *P*-value	Direction of change
*Gm45062*	11.03	2.55E−02	Upregulated
*Gm49948*	8.25	1.93E−06	Upregulated
*Gm47308*	5.98	2.02E−03	Upregulated
*Pdha2*	5.48	6.79E−07	Upregulated
*Pcdhga9*	5.14	5.18E−03	Upregulated
*Lgr5*	3.26	2.93E−06	Upregulated
*Rarb*	2.97	1.93E−17	Upregulated
*Trhde*	2.94	6.42E−03	Upregulated
*Postn*	2.86	1.79E−178	Upregulated
*Sema5b*	2.71	4.62E−06	Upregulated
*Tspan8*	2.70	2.18E−55	Upregulated
*Sectm1a*	2.64	7.53E−08	Upregulated
*Gm43488*	2.62	3.34E−04	Upregulated
*miR-686*	–7.41	8.74E−08	Downregulated
*Pagr1a*	–4.49	1.99E−06	Downregulated
*Gdf5*	–4.29	9.99E−06	Downregulated
*Myh8*	–2.90	1.97E−71	Downregulated
*Slc25a23*	–2.70	3.39E−04	Downregulated
*Unc13c*	–2.58	3.32E−02	Downregulated
*Fras1*	–2.54	8.09E−07	Downregulated

**FIGURE 2:**
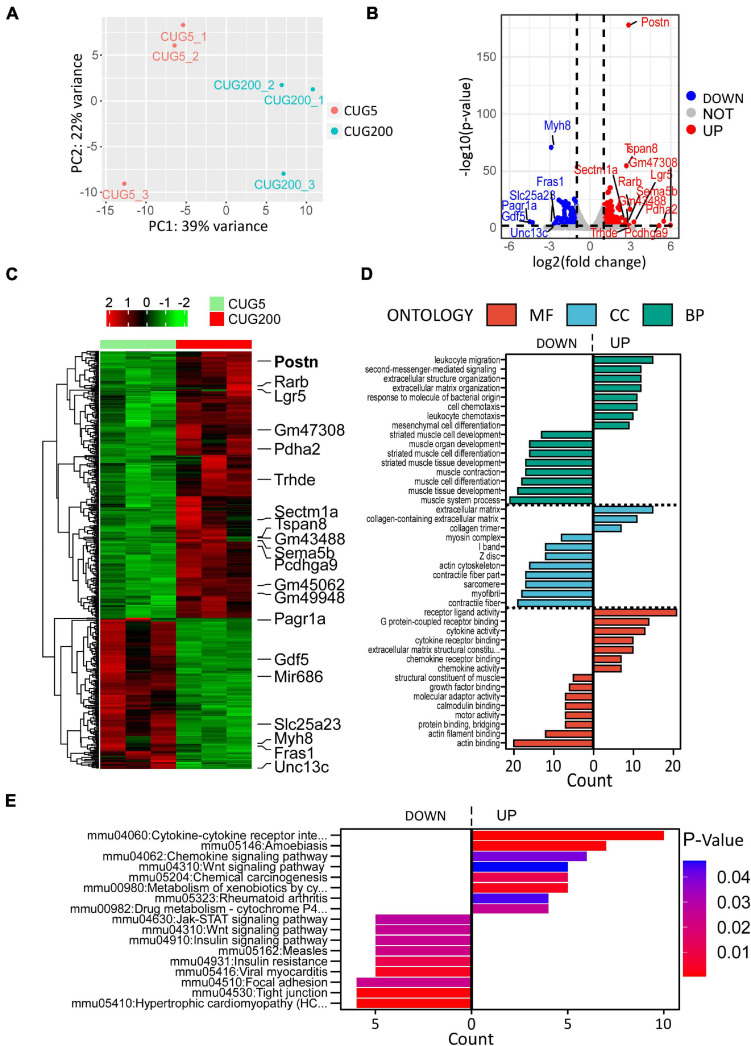
Periostin (*Postn*) was the top significantly altered gene in DM1 myoblast differentiation compared with the normal control. **(A)** Principal components analysis (PCA) of RNA sequencing (RNA-seq) data from normal and DM1 groups. Three biological replicates are included for each group. **(B)** Volcano plot showing the differentially expressed genes (DEGs). *Postn* was the top significantly altered gene. **(C)** Heatmap showing relative levels of all DEGs in both groups. **(D)** Gene ontology (GO) analysis of the DEGs. **(E)** Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of the DEGs. CUG5, normal control myoblast cells (C2C12 GFP-CUG5); CUG200, DM1 myoblast cells (C2C12 GFP-CUG200); MF, molecular function; CC, cellular component; and BP, biological process.

We then studied the expression levels of *Postn* in various tissues of normal adult mice. *Postn* was highly expressed in spleen, lung, and stomach but showed relatively low expression in skeletal muscle (TA, gastrocnemius, and soleus) (Figure 3A). To verify the changes in *Postn* levels observed by RNA-seq, we first performed western blotting against POSTN at differentiation day 4 for normal and DM1 myoblasts. As POSTN is a secreted protein, we detected both intracellular and supernatant POSTN levels. Both intracellular and supernatant POSTN were upregulated in DM1 (Figures 3B,C). Next, we checked the expression pattern of *Postn* during myoblast differentiation. *Postn* was significantly upregulated from days 4 to 6 of myoblast differentiation in DM1 compared with the normal group (Figure 3D). We then investigated whether *POSTN* was also upregulated in the skeletal muscle of DM1 patients. We analyzed an RNA-seq dataset for TA muscle of healthy individuals (*n* = 10) and DM1 patients (*n* = 40) from the DMseq Deep Sequencing Data Repository^1^ and found a significant upregulation of *POSTN* in the DM1 group (Figure 3E). Moreover, by analyzing the RNA-seq data of myoblasts from healthy and DM1 individuals, we also observed a significant upregulation of *POSTN* in the myoblasts of DM1 patients (Figure 3F). Next, we studied if the *Postn* upregulation correlated with the *Mbnl1* downregulation in DM1. By western blotting, we found that the intracellular and secreted POSTN were both significantly upregulated with *Mbnl1* knockdown in C2C12 cells (Figures 3G,H). These results suggest a correlation between DM1 pathogenesis and *Postn* upregulation.

**FIGURE 3:**
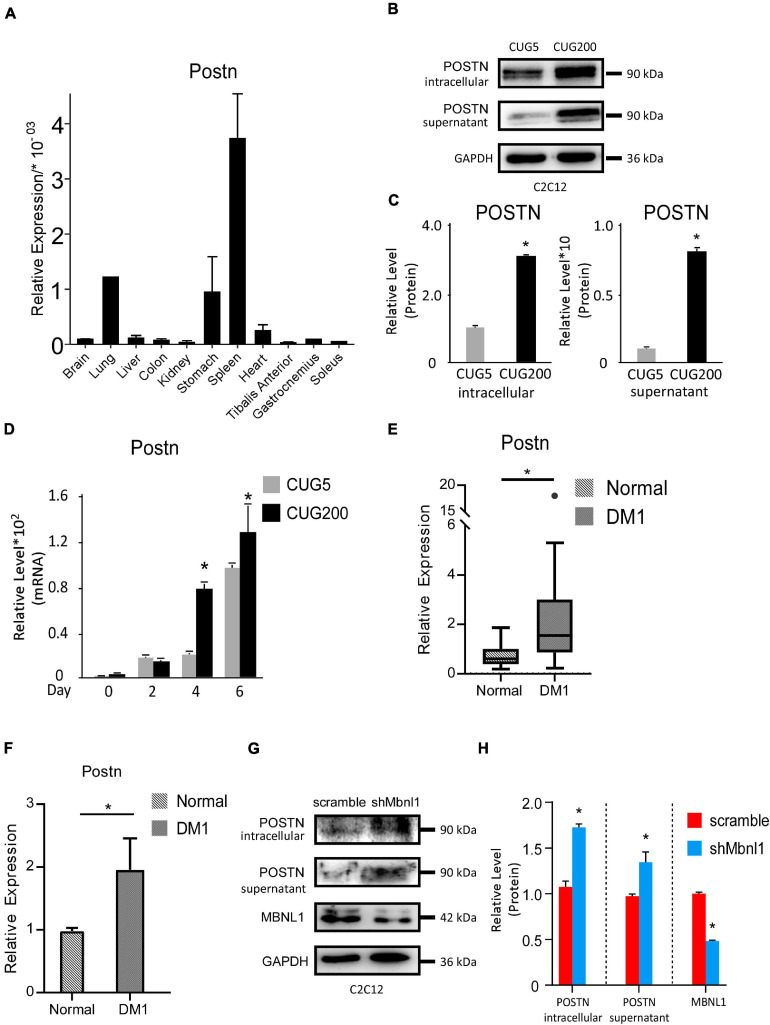
Periostin was upregulated in DM1 myogenesis and in skeletal muscle of DM1 patients. **(A)** Expression levels of *Postn* in different tissues of normal adult mice, measured by RT-qPCR. **(B)** Intracellular and supernatant POSTN expression levels in normal and DM1 myoblast cells, detected by western blotting. **(C)** Gel band intensities from panel **(B)** quantified using ImageJ software. Values were normalized to GAPDH. **(D)** Expression levels of *Postn* during *in vitro* myoblast differentiation, measured by RT-qPCR. All expression levels were normalized to the values of the normal control at day 0. **(E)** Expression levels of *Postn* in tibialis anterior (TA) muscle from healthy individuals (*n* = 10) and DM1 patients (*n* = 40). **(F)** Expression levels of *Postn* in myoblasts from healthy individuals (*n* = 3) and DM1 patients (*n* = 3). **(G)** MBNL1, intracellular and supernatant POSTN expression levels in scramble control and *Mbnl1* knockdown myoblast cells, detected by western blotting. **(H)** Gel band intensities from panel **(G)** quantified using ImageJ software. Values were normalized to GAPDH. CUG5, normal control myoblast cells (C2C12 GFP-CUG5); CUG200, DM1 myoblast cells (C2C12 GFP-CUG200); scramble, scramble control myoblast cells; and shMbnl1, Mbnl1 knockdown myoblast cells; *P < 0.05.

### Downregulation of *Postn* Using shRNA Rescued Myogenesis Defects in DM1

As *Postn* was aberrantly upregulated in DM1 myoblast differentiation, we investigated whether downregulation of *Postn* could rescue the myogenesis defect in DM1. We constructed scrambled control and *Postn*-knockdown DM1 myoblast cell lines by stably transfecting C2C12 GFP-CUG200 cells with the scrambled and shPostn plasmids, respectively. Western blots showed that both intracellular and supernatant POSTN were significantly downregulated in *Postn*-knockdown DM1 myoblast cells (Figures 4A,B). The *Postn* knockdown and control DM1 myoblast cells were subjected to *in vitro* myoblast differentiation. RT-qPCR showed that *Postn* was significantly downregulated throughout the differentiation process (Figure 4C). Immunostaining against MHC showed that *Postn* knockdown robustly improved myotube production (Figure 4D). The myotube area was 61.32% ± 2.58% in the *Postn* knockdown group but 27.53% ± 4.13% in the scrambled control group; and the fusion index was 41.96% ± 7.38% in the *Postn* knockdown group but 7.64% ± 2.32% in the scrambled control group (Figure 4E). Consistently, MRFs (*MyoD*, *MyoG*, *Mef2C*, and *Mrf4*) were all markedly upregulated, and fusion markers (*Myomaker* and *Myomixer*) were also boosted (Figure 4F).

**FIGURE 4:**
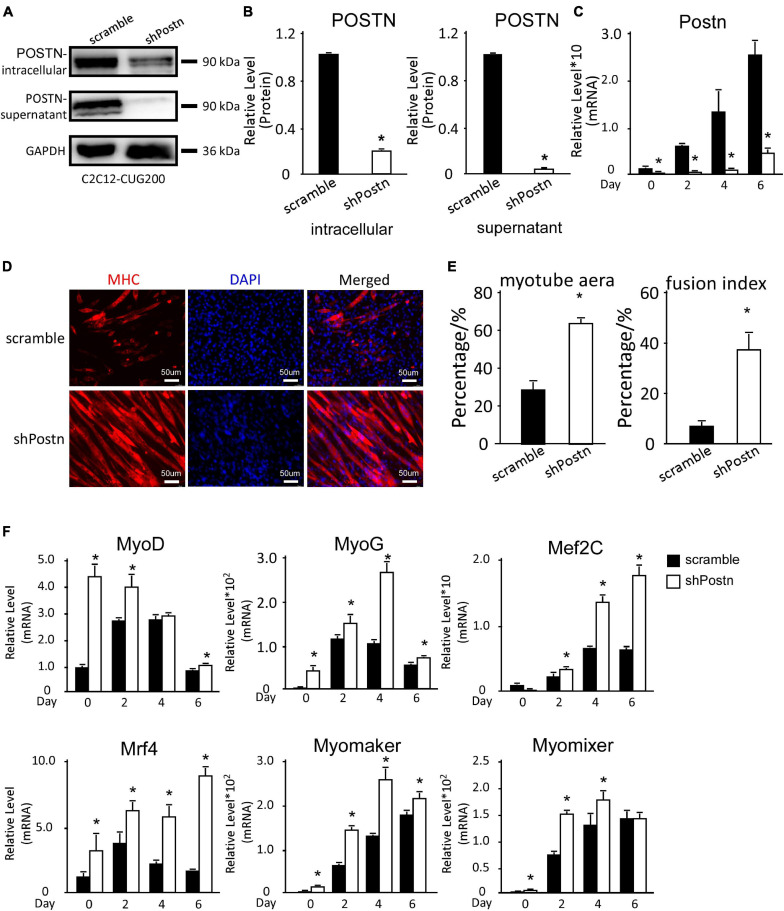
Periostin knockdown rescued the myogenesis defects in DM1 myoblast cells. **(A)** *Postn* knockdown in DM1 myoblast cells (C2C12 GFP-CUG200) verified by western blotting. **(B)** Gel band intensities from panel **(A)** quantified using ImageJ software. Values were normalized to GAPDH. **(C)** Expression levels of *Postn* during differentiation in both scrambled control and *Postn*-knockdown groups, measured by RT-qPCR. **(D)** Myotube formation in both scrambled control and *Postn*-knockdown groups, detected by immunostaining against MHC at differentiation day 6. **(E)** Myotube area and fusion index in both groups quantified using ImageJ software. **(F)** Expression levels of MRFs (*MyoD*, *MyoG*, *Mef2C*, and *Mrf4*) and fusion markers (*Myomaker* and *Myomixer*) in both groups, measured by RT-qPCR. All expression levels were normalized to the values of the scrambled control at day 0. Scramble, scrambled control DM1 myoblast cells; shPostn, *Postn*-knockdown DM1 myoblast cells; *P < 0.05.

We also determined the effect of *Postn* inhibition on normal myoblast differentiation. *Postn*-knockdown and control normal myoblast cell lines were produced by stably transfecting C2C12 GFP-CUG5 cells with the shPostn and scrambled plasmids, respectively. The knockdown efficiency was verified by western blotting (Figures 5A,B). Next, we performed *in vitro* myoblast differentiation on these two cell lines. At differentiation day 6, we found that myotube formation in normal myoblast cells was enhanced by *Postn* knockdown, as indicated by immunostaining against MHC (Figure 5C). Myotube area and fusion index were both increased with *Postn* knockdown (Figure 5D), and the expression levels of MRFs (*MyoD*, *MyoG*, *Mef2C*, and *Mrf4*) were significantly elevated (Figure 5E). Taken together, besides rescuing myogenesis defect in DM1 myoblast cells, *Postn* inhibition in normal myoblast promotes the myogenesis process in normal myoblasts.

**FIGURE 5:**
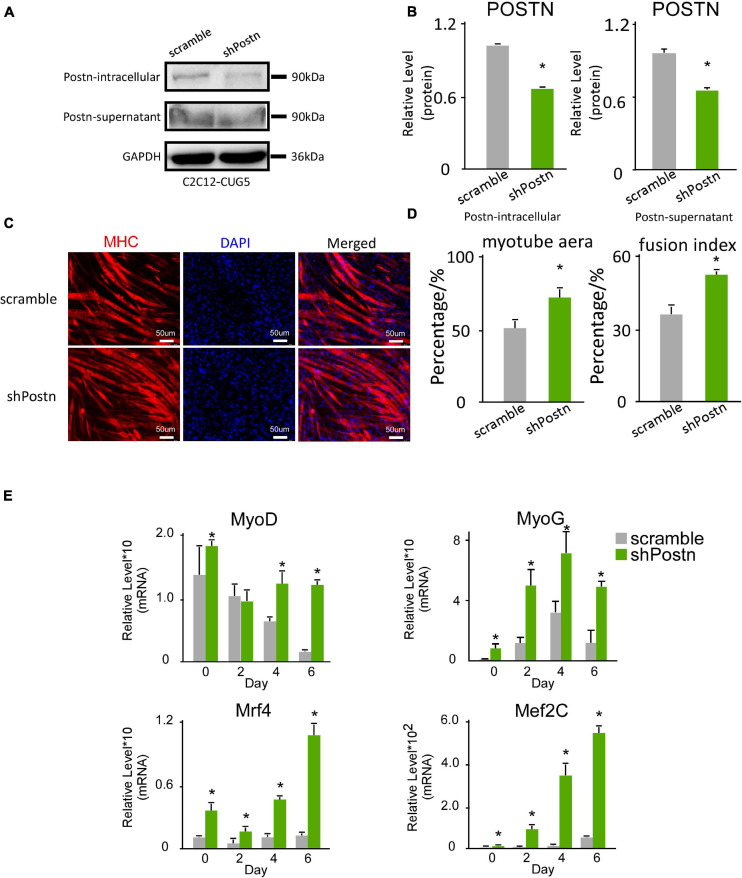
Periostin knockdown promoted myogenesis in normal myoblast cells. **(A)** *Postn* knockdown in normal myoblast cells (C2C12 GFP-CUG5), verified by western blots. **(B)** Gel band intensities from panel **(A)** quantified with ImageJ software. Values were normalized to GAPDH. **(C)** Myotube formation in both scrambled control and *Postn*-knockdown groups, detected by immunostaining against MHC at differentiation day 6. **(D)** Myotube area and fusion index in both groups quantified with ImageJ software. **(E)** Expression levels of MRFs (*MyoD*, *MyoG*, *Mef2C*, and *Mrf4*) in both groups, measured by RT-qPCR. All expression levels were normalized to the values of the scramble control at day 0. Scramble, scramble control normal myoblast cells; shPostn, *Postn* knockdown normal myoblast cells; *P < 0.05.

### Neutralizing Antibody Treatment Against POSTN Also Rescued Myogenesis Defects in DM1

As *Postn* shRNA successfully rescued myogenesis defects in DM1, and POSTN is a secreted protein, we considered whether neutralizing excess extracellular POSTN could also rescue myogenesis defects in DM1. We performed *in vitro* myoblast differentiation on DM1 myoblast cells and treated them with a neutralizing antibody against POSTN and a control IgG, respectively (Figure 6A). Immunostaining against MHC at differentiation day 6 showed that myogenesis was improved with POSTN antibody treatment (Figure 6B). The myotube area was 56.27% ± 9.08% in the POSTN antibody group but 25.67% ± 7.74% in the control group; and the fusion index was 41.74% ± 12.92% in the POSTN antibody group but 10.22% ± 1.79% in the control group (Figure 6C). The RT-qPCR results showed that MRFs and fusion markers were upregulated with POSTN antibody treatment (Figure 6D). In conclusion, neutralizing excessive POSTN in the DM1 myoblast extracellular microenvironment could rescue myogenesis defects in DM1.

**FIGURE 6:**
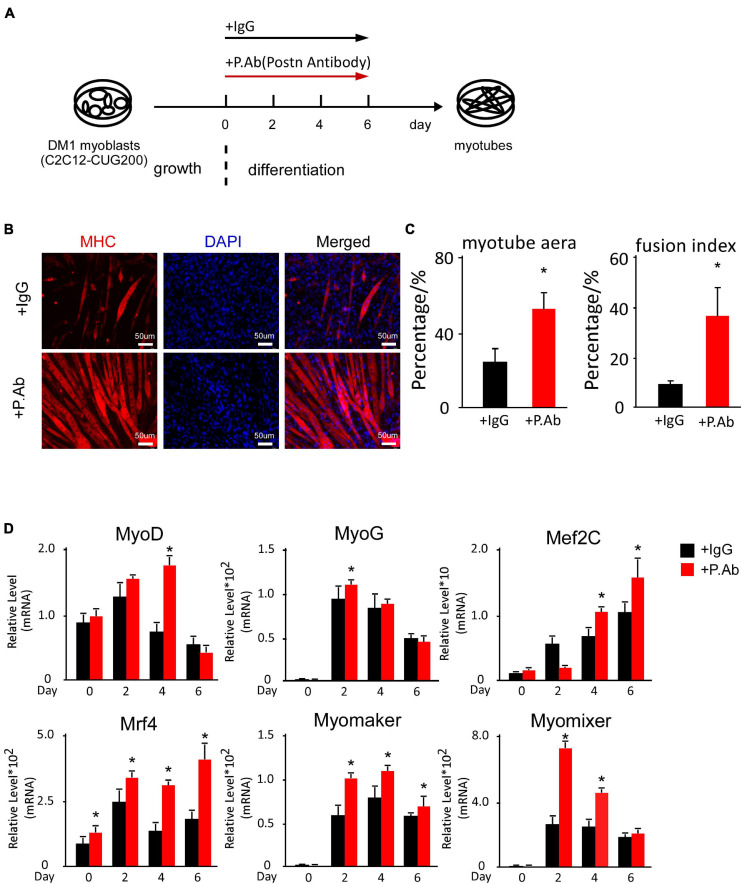
POSTN-neutralizing antibody treatment rescued myogenesis defects in DM1 myoblast cells. **(A)** Schematic diagram of the myoblast differentiation processes of DM1 myoblast cells treated with control IgG and POSTN-neutralizing antibody. **(B)** Myotube formation in both control IgG and POSTN-neutralizing antibody groups, detected by immunostaining against MHC at differentiation day 6. **(C)** Myotube area and fusion index in both groups quantified with ImageJ software. **(D)** Expression levels of MRFs (*MyoD*, *MyoG*, *Mef2C*, and *Mrf4*) and fusion markers (*Myomaker* and *Myomixer*) in both groups, measured by RT-qPCR. All expression levels were normalized to the values of the control IgG group at day 0. IgG, control IgG antibody; P.Ab, POSTN neutralizing antibody; *P < 0.05.

### Periostin Knockdown Improved the Myogenic Ability of DM1 Myoblasts *in vivo*

To determine whether *Postn* inhibition affected the myogenic ability of DM1 myoblasts *in vivo*, we injected scramble control and *Postn* knockdown DM1 myoblasts into the TA muscles that were treated with CTX to induce skeletal muscle injuries as described previously (Lee et al., 2015). The TA muscles were harvested 2 weeks after the cell injections. By HE staining and immunostaining against MHC, we found that the *Postn* knockdown DM1 myoblasts group displayed a better skeletal muscle morphology than the scramble control group, though the scramble control group also showed slight advantages over the sham control group (Figures 7A,B). The distributions of myotube size, on the whole, were the largest in the *Postn* knockdown group, the middle in the scramble control group, and the smallest in the sham group (Figure 7C). These results suggested that *Postn* knockdown improved the myogenic ability of DM1 myoblasts, which contributed to skeletal muscle regeneration *in vivo*.

**FIGURE 7:**
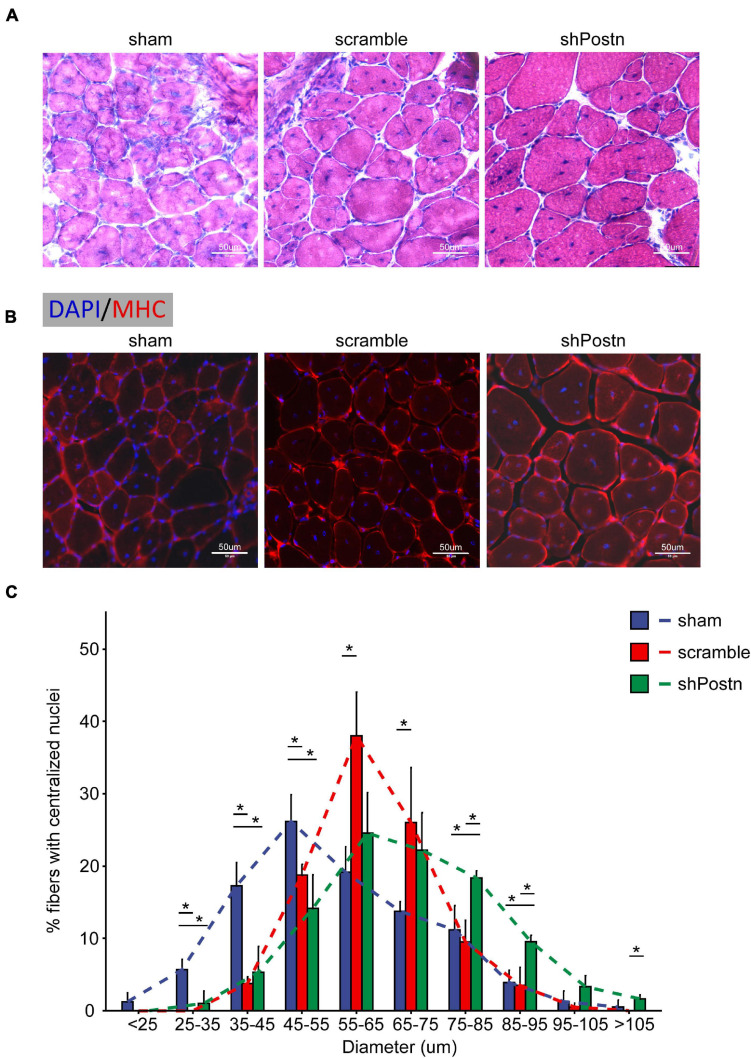
Knockdown improved the myogenic ability of DM1 myoblasts *in vivo*. **(A)** H&E staining of cross-sections of the TA muscles from the sham, scramble, and Postn knockdown groups. **(B)** Immunostaining against MHC of cross-sections of the TA muscles from the sham, scramble, and Postn knockdown groups. **(C)** The diameters of myofibers of the TA muscles from the sham, scramble control, and Postn knockdown groups. *S*ham, PBS; scramble, scramble control DM1 myoblasts; and shPostn, Postn knockdown DM1 myoblasts; *P < 0.05.

### Periostin Regulated Myogenesis Likely Through the TGF-β/Smad3 Pathway in DM1 Myoblasts

Periostin expression was reported to be controlled by the TGF-β/Smad pathway, which also, in turn, regulated the TGF-β/Smad pathway (Blanchard et al., 2008; Lorts et al., 2012; Noguchi et al., 2016; Mitamura et al., 2018; Yue et al., 2021). TGF-β inhibits the myogenesis process through Smad3 rather than Smad2 (Liu et al., 2001). Thus, we here investigated whether *Postn* regulated myogenesis through the TGF-β/Smad3 pathway in DM1 myoblasts. Compared to normal myoblasts, both p-SMAD3 and SMAD3 were upregulated in DM1 myoblasts at differentiation day 0 and day 4 (Figures 8A,B). When inhibiting *Postn* using shRNA, both p-SMAD3 and SMAD3 were downregulated in DM1 myoblasts (Figures 8C,D). Similarly, both p-SMAD3 and SMAD3 were downregulated when DM1 myoblasts were treated with a POSTN-neutralizing antibody during myoblast differentiation (Figures 8E,F). These results suggested that *Postn* might regulate the myogenesis process in DM1 myoblasts through the TGF-β/Smad3 pathway.

**FIGURE 8:**
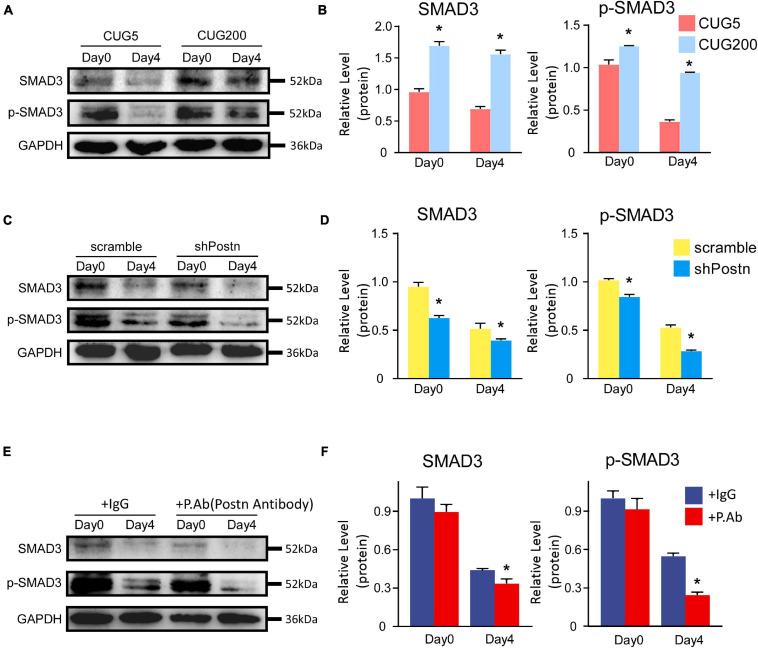
*Postn* regulated myogenesis likely through TGF-b/Smad3 pathway in DM1 myoblasts. **(A)** The levels of SMAD3 and p-SMAD3 in normal and DM1 myoblasts at differentiation day 0 and day 4 were determined by western blots. **(B)** Gel band intensities from **(A)** quantified with ImageJ software. GAPDH served as an internal control. All expression levels were normalized to the normal myoblasts at day 0. **(C)** The levels of SMAD3 and p-SMAD3 in scramble control and *Postn* knockdown DM1 myoblasts at differentiation day 0 and day 4 were determined by western blots. **(D)** Gel band intensities from **(C)** quantified with ImageJ software. **(E)** The levels of SMAD3 and p-SMAD3 in the control IgG antibody and POSTN neutralizing antibody treated DM1 myoblasts at differentiation day 0 and day 4 were determined by western blots. **(F)** Gel band intensities from **(E)** quantified with ImageJ software. GAPDH served as an internal control. All expression levels were normalized to the scramble control DM1 myoblasts at day 0. CUG5, normal control myoblast cells (C2C12 GFP-CUG5); CUG200, DM1 myoblast cells (C2C12 GFP-CUG200); scramble, scrambled control DM1 myoblast cells; shPostn, *Postn* knockdown DM1 myoblast cells; IgG, control IgG antibody; P.Ab, POSTN neutralizing antibody; *P < 0.05.

## Discussion

In this study, we discovered that *Postn* was aberrantly upregulated during the myogenesis process of DM1 myoblast cells, particularly from *in vitro* differentiation day 4, when myotubes started to form as a result of myoblast fusion. Next, we downregulated *Postn* in DM1 myoblast cells using both shRNA and a neutralizing antibody and found that the inhibition of *Postn* significantly rescued myogenesis defects in DM1. Consistently, inhibiting *Postn* also improved the myogenic ability of DM1 myoblast cells in the skeletal muscle injury mouse model. The TGF-β/Smad3 pathway might mediate the function of *Postn* in the myogenesis process of DM1 myoblast cells. Moreover, we tested whether *Postn* downregulation also affected the myogenesis process of normal myoblast cells. Knockdown of *Postn* in normal myoblast cells significantly facilitated the myogenesis process. Taken together, these results show that *Postn*, which encodes an extracellular protein, mediates defective myogenesis in DM1, which contributes to our understanding of the DM1 pathogenic mechanism. Targeting extracellular *Postn* is a potential approach for the therapy of myogenesis defects in DM1, with advantages of delivery convenience compared with classical intracellular therapeutic strategies.

To study myogenesis defects in DM1, we employed a widely used DM1 mouse myoblast cell model, produced by stable transfection with a plasmid containing 200 copies of CTG repeats at the 3′UTR of the *GFP* gene. The control cell model was constructed with a plasmid containing five copies of CTG repeats at the 3′UTR of the *GFP* gene. In previous work, we validated the pathological features of DM1 in this DM1 myoblast model, including ribonuclear foci, aberrant alternative splicing, and defective myogenesis (Shen et al., 2020). Other studies have also suggested using this cell model to investigate myogenesis defects in DM1 (Timchenko et al., 2001b; Peng et al., 2015). Consistently, we observed similar DM1 myogenesis defects to those reported by prior studies.

To discover the DEGs during the DM1 myogenesis process, we performed RNA-seq on RNA samples from both the normal and DM1 groups. There were 279 upregulated and 158 downregulated genes in the DM1 group. Table 1 showed the top 20 level-changed genes in the DM1 group. To our best knowledge, none of these genes were reported to function in DM1 before. 

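*Lgr5*, on chromosome 10 of GRCm38 from 115450311 to 115587780, had 4, 12, and 25 counts in the normal libraries and 95, 93, and 207 counts in the DM1 libraries. Its log2 fold change was 3.26 (standard error 0.662, adjusted p = 0.0162 from edgeR's quasi-likelihood test), and without normal library 2 the adjusted p-value was 0.0716. *Gdf5*, on chromosome 2 from 155941023 to 155945367, fell from 0.731 ± 0.198 to 0.0368 ± 0.0352 CPM (SD, n = 3 each), with a log2 fold change of -4.22 (standard error 0.743, adjusted p = 0.00861 from the same test). *Myh8*, on chromosome 11 from 67277124 to 67308634, fell from 24.4 ± 1.04 to 3.26 ± 0.452 CPM, a log2 fold change of -2.90 (standard error 0.136). *Unc13c*, on chromosome 9 from 73479422 to 73968966, had 78, 26, and 48 counts in the normal libraries and 22, 3, and 0 counts in the DM1 libraries. Its log2 fold change of -2.55 (standard error 0.975, adjusted p = 0.118 from the same test) was not past the threshold, and without DM1 library 1 it was -4.86 (adjusted p = 0.0157).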

Four genes (*Lgr5*, *Gdf5*, *Myh8*, and *Unc13c*) were known to regulate skeletal muscle myogenesis and homeostasis: *Lgr5* is a marker for a group of activated satellite cells for muscle regeneration (Leung et al., 2020); *Gdf5* was found to promote myogenesis process in sciatic denervation mouse model (Traore et al., 2019); *Myh8*, encoding embryonic and neonatal type MHCs, are transient elevated following muscle injury (Schiaffino et al., 2015; Yoshimoto et al., 2020); *Unc13c* facilitates myogenesis process, whose expression is repressed by TNF-α (Meyer et al., 2015). Particularly, there were four genes (*Gm45062*, *Gm49948*, *Gm47308*, and Gm *43488*) upregulated in DM1, whose official gene symbols, however, had not been assigned yet. These top-altered genes deserved further investigations in the future, as their functions were mostly unclear in skeletal muscle and DM1. 

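*Gm45062*, on chromosome 6 of GRCm38 from 8259450 to 8597480, spans *Umad1* and *Glcci1* and shares exons with both. It had 0 counts in all normal libraries and 429, 736, and 0 counts in the DM1 libraries, at least 126-fold higher than the floor of 3 counts in the normal group. *Gm49948*, on chromosome 16 from 96361794 to 96525580, shares exons with *Igsf5* and *Pcp4*. It had 0 counts in the normal libraries and 54, 5, and 104 counts in the DM1 libraries, at least 18.5-fold higher. *Gm47308*, a miRNA gene on chromosome 9 from 64726624 to 64726730, lies within *Rab11a* and shares exonic bases with it. It had 2 counts in each normal library and 228, 160, and 1 counts in the DM1 libraries, at least 41.8-fold higher. None of these 3 genes passed the filter on low counts, and in a fit of all genes with counts their adjusted p-values were 0.408, 0.0983, and 0.179 (edgeR's quasi-likelihood test). Without DM1 library 3, which held at most 1 count of *Gm45062* and *Gm47308*, all 3 were past the threshold (adjusted p = 2.32e-04, 0.0187, and 1.20e-05 from the same test), and *Gm49948* also without DM1 library 2 (adjusted p = 0.00312). With the counts summed over the overlapping genes, the log2 fold changes of the 3 loci were -0.22, -0.34, and 0.07 (adjusted p = 0.368, 0.233, and 0.796 from the same test). *Gm43488*, on chromosome 3 from 37339017 to 37341520, shares no exon with another gene. It rose from 0.134 ± 0.0646 to 0.815 ± 0.118 CPM (SD, n = 3 each), a log2 fold change of 2.60 (standard error 0.472, adjusted p = 0.00951 from the same test).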

GO analysis showed that skeletal muscle-related processes and structures were repressed in DM1. These results confirmed the myogenesis defects in DM1 myoblast cells. Moreover, we found that *Postn* was the most significantly altered gene in the DM1 group, with log2(fold change) = 2.86 and adjusted *P*-value = 1.79E−178. 

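Over all members of the contractile fiber list and not only those past the cutoffs, the median log2 fold change was -0.59, below every one of 10000 random lists of the same size and expression. At an adjusted p-value under 0.05 without a cutoff on the fold change, 54 members were lower in the DM1 group, and 73 of the 79 members had a negative log2 fold change. The list was past the threshold with camera at a preset correlation of 0.01 (adjusted p = 5.40e-35) and with fry (adjusted p = 0.00330), and not with camera at the correlation of 0.150 estimated from the libraries (adjusted p = 0.102). The myosin heavy chain genes *Myh1*, *Myh2*, *Myh3*, and *Myh4*, chosen after their values were seen, were all past the cutoffs, with log2 fold changes between -1.78 and -1.32.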

The upregulation of DM1 was confirmed by western blots and RT-qPCR. Through analyzing the datasets from the GEO database, we also discovered that the expression of *Postn* was enhanced in skeletal muscle and myoblasts of DM1 patients. MBNL1 is sequestered by the toxic RNA in DM1, which results in the downregulation of active MBNL1 in cells. We here found that inhibiting *Mbnl1* using shRNA significantly upregulated the intracellular and secreted POSTN, which suggested a correlation between *Mbnl1* and *Postn*. This finding was consistent with the RNA-seq data from a recent study that showed upregulations of *Postn* in DM1 mice models (HSALR20b and Mbnl3/4KO mice) (Tanner et al., 2021). These results imply a potential regulatory role of *Postn* in DM1 pathogenesis. Previous studies have indicated that *Postn* could serve as serum biomarkers for many diseases, including cancer (Dong et al., 2018a,b), rhinosinusitis (Ninomiya et al., 2018), and asthma (Hachim et al., 2020). Based on the upregulations of *Postn* in the DM1 myoblast cell model and the skeletal muscle and myoblasts from DM1 patients, we thought *Postn* might be used as a biomarker for DM1, which, however, needed further verifications of the expressions of *Postn* in the serum of DM1 patients.

We then investigated whether downregulating *Postn* in DM1 myoblasts could rescue myogenesis defects. Knockdown of *Postn* with shRNA significantly increased myogenesis levels in DM1 myoblasts, as characterized by elevated myotube area and fusion index values that were close to those of the normal control group (C2C12 GFP-CUG5), and increased expression levels of MRFs and fusion markers. As POSTN is a secreted protein, we considered whether POSTN in the extracellular microenvironment mediated the myogenesis defects in DM1. We treated DM1 myoblast cells with a POSTN-neutralizing antibody and found that this antibody treatment successfully rescued the myogenesis defects, indicating that POSTN in the microenvironment is at least partially responsible for the defective myogenesis in DM1. In line with our findings here, a previous study demonstrated that a POSTN-neutralizing antibody promoted recovery from muscle injuries (Hara et al., 2018). Combined with the finding that *Postn* was significantly upregulated in skeletal muscle of DM1 patients, these results suggest that targeting extracellular POSTN – for example, using neutralizing antibodies – is a potential approach for treating muscle wasting in DM1. This can be an alternative approach to strengthen myogenesis in addition to previously reported therapeutic strategies against muscular dystrophies, such as stem cell transplantation, the inhibition of myostatin, and IGF-1 supplementation (Shavlakadze et al., 2004; Bo Li et al., 2012; Fakhfakh et al., 2012).

Next, we studied how *Postn* regulated the myogenesis process in DM1. Many studies have revealed that *Postn* had crosstalk with the TGF-β/Smad pathway (Blanchard et al., 2008; Lorts et al., 2012; Noguchi et al., 2016; Mitamura et al., 2018; Yue et al., 2021). TGF-β involved pathway was discovered to inhibit myogenesis and promote myoblast proliferation (Massague et al., 1986; Ge et al., 2011). *Smad3* rather than *Smad2* was responsible for the inhibition of TGF-β on the myogenesis process (Liu et al., 2001). Moreover, TGF-β1 and TGF-β2 were found to be upregulated in DM1 patients and associated with arrhythmia and sudden death (Turillazzi et al., 2013). We here tested the levels of SMAD3 and p-SMAD3 in various myoblast differentiation sets. SMAD3 and p-SMAD3 were significantly upregulated in DM1 myoblast cells. When inhibiting *Postn* using an shRNA or a neutralizing antibody, SMAD3 and p-SMAD3 were significantly downregulated. These results strongly suggested that *Postn* might regulate the myogenesis process in DM1 through the TGF-β/Smad3 pathway. This was in line with a previous study that *Postn* was upregulated in muscular dystrophy and its knockout improved muscle structure and function in the muscular dystrophy mouse model via the TGF-β pathway (Lorts et al., 2012). It was also noticeable that the TGF-β/Smad3 pathway was highly activated in both normal and DM1 myoblasts at differentiation day 0, which was consistent with the previous reports that the activation of TGF-β involved pathway inhibited differentiation but induced quiescence of myoblasts (Rathbone et al., 2011). As to *Postn* knockdown in DM1 myoblasts, both SMAD3 and p-SMAD3 were significantly repressed at differentiation day 0 besides day 4, whereas *Postn* showed a significant upregulation in DM1 myoblasts at differentiation day 4 rather than day 0. This conflicting result implied that there might be complicated underlying mechanisms of *Postn* and the TGF-β/Smad3 pathway in undifferentiated myoblasts.

Moreover, the expression of *Postn* gradually increased during *in vitro* myoblast differentiation in both the normal and DM1 groups; this trend was similar to that of many important myogenesis-facilitating factors (Panda et al., 2014; Lee et al., 2017; Horibata et al., 2020). However, this was contrary to the finding that *Postn* downregulation promoted the myogenesis process in both normal and DM1 myoblasts. Meanwhile, there was no significant difference in *Postn* expression levels between the normal and DM1 groups until day 4. However, when *Postn* was downregulated in myoblast cells of both the normal and DM1 groups using shRNA and a neutralizing antibody, myogenesis and fusion markers (*MyoD*, *MyoG*, *Mef2C*, *Mrf4*, *Myomaker*, and *Myomixer*) displayed significant differences earlier than day 4. According to previous reports, *Postn* is upregulated during the regeneration process following muscle injury and disease, suggesting a possible role of *Postn* in myoblast activation. Based on these conflicting findings, we propose a hypothesis: on the one hand, *Postn* is an important factor for myoblast maintenance and its downregulation promotes myoblast activation and differentiation; on the other hand, *Postn* must be upregulated during myoblast differentiation to maintain undifferentiated myoblasts during and after myogenesis. This hypothesis is consistent with the established role of *POSTN* in maintaining cancer stem cells (Malanchi et al., 2011) and warrants further investigation in the future.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174119, accession: GSE174119.

## Author Contributions

XS, ZL, and FX: conceptualization. XS, ZL, and JZ: methodology and software. XS, ZL, CW, FX, JZ, ML, YL, AW, CB, and GZ: investigation. XS and ZL: writing – original draft. XS and GZ: writing – review and editing, and supervision. ZL: visualization. XS: project administration. XS, AW, and CB: funding acquisition.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Inhibition of Postn Rescues Myogenesis Defects in Myotonic Dystrophy Type 1 Myoblast Model
**Source:** Front Cell Dev Biol. 2021 Aug 19;9:710112. doi: 10.3389/fcell.2021.710112
**Supplement:** Supplementary file 1

**Table S1. The sequences of shRNAs and RT-qPCR primers**

| Name | Sequence |
| --- | --- |
| Scramble-s | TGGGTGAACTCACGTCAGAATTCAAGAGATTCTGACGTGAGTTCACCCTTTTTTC |
| Scramble-as | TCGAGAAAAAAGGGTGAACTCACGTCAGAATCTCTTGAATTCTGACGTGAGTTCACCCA |
| shPostn-s | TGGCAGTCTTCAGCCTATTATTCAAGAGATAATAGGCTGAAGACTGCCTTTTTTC |
| shPostn-as | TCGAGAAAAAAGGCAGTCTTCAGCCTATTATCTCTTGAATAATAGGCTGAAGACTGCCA |
| shMbnl1 -s | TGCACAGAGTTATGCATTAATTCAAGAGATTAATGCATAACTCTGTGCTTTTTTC |
| shMbnl1 -as | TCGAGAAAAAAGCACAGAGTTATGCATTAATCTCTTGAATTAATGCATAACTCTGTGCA |
| Postn-F | CCTGCCCTTATATGCTCTGCT |
| Postn-R | AAACATGGTCAATAGGCATCACT |
| GAPDH-F | CAAGCTCATTTCCTGGTATGACAA |
| GAPDH-R | GGGATAGGGCCTCTCTTGCT |
| MyoD-F | AGTGAATGAGGCCTTCGAGA |
| MyoD-R | GCATCTGAGTCGCCACTGTA |
| MyoG-F | ACTCCCTTACGTCCATCGTG |
| MyoG-R | CAGGACAGCCCCACTTAAAA |
| Mef2C-F | CGGTGTCGTCAGTTGTATGG |
| Mef2C-R | TGCAGTAGATATGCGGCTTG |
| Myomixer-F | CTGAGCAGTTCTGACTGGTG |
| Myomixer-R | CACCATCGGGAGCAATGGAA |
| Myomaker-F | ATCGCTACCAAGAGGCGTT |
| Myomaker-R | CACAGCACAGACAAACCAGG |
| Mrf4-F | ACTGCTAAGGAAGGAGGAGCA |
| Mrf4--R | CTGGCATCTGTGAGCCCTAA |

How the deposited data were processed for this re-analysis (not part of the article)

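Total RNA of C2C12 myoblasts carrying 5 CTG repeats (CUG5, normal group) or 200 CTG repeats (CUG200, DM1 group) was sequenced at differentiation day 4, with 3 libraries per group. The groups and replicate numbers were taken from the sample labels and the paper. The authors trimmed the reads with trim_galore, aligned them to GRCm38 with HISAT2 and assembled and quantified them with StringTie. They deposited a table of counts per gene for the 6 libraries, without normalization. The authors also deposited a table for each library with the coverage (signal) of every gene and its FPKM and TPM values, which StringTie scales for transcript length and library size. The counts were used for all main tests, the deposited coverage to find the unit of a count, and the deposited TPM values for an alternative test.

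The count table held 55421 genes, of which 55240 (99.7%) were found in the GENCODE M21 annotation and 54985 had the same span there. All 6 count columns were used. A count stood for 75 aligned bases, and the smallest common amount was 300 bases, or 4 counts, which is taken as 1 fragment. The paper's text does not name the read length or the strand setting of the counting. The library totals were 80957325, 61707889, and 70436307 counts in the normal group (median 70436307) and 79094991, 72024197, and 63529148 counts in the DM1 group (median 72024197). The 10 most abundant genes took between 10.1% and 14.4% of the counts. The floor of 3 counts was worth between 0.0357 and 0.0489 CPM, and intervals from counts cover counting error only. No pair of libraries differed by as little as the sampling noise, with a chi-square per degree of freedom between 10.5 and 77.1, so each was used as 1 replicate.

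Genes were filtered with filterByExpr at its minimum count of 10, which left 19005 genes. The libraries were scaled by TMM, with factors between 0.940 and 1.05. The groups were compared with edgeR's quasi-likelihood test (robust, no covariate) with Benjamini-Hochberg adjustment, at an adjusted p-value under 0.05 and an absolute log2 fold change over 1, the cutoffs of the paper. Genes of Table 1 that fail the filter were taken from a fit of all genes with at least 1 count. A fold change against a group with at most 3 counts in every library was given as a lower bound against 3 counts. Principal components were computed from the 500 most variable genes after DESeq2's variance stabilizing transformation, and the ratio of distances between and within groups was set against all 10 splits of the libraries.

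Before the data were examined, the samples, tests, cutoffs, gene lists, the rule for the genes that are named, and all but 2 of the alternatives were fixed. The 2 alternatives chosen after seeing the data were counts divided by 4, rounded up, and counts summed over genes that share exonic bases on the same strand. The other alternatives were DESeq2, its size factors, library sizes alone, no filter beyond 1 count, at least 10 counts in every library, edgeR without robust estimation, the replicate number as a block, glmTreat against a log2 fold change of 1, no cutoff on the fold change, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), counts summed over overlapping genes of the same strand, and each library left out in turn. By the rule, 86 genes were named: those of Table 1, those the paper measures by RT-qPCR or western blot or gives for DM1 in its introduction or discussion, the 5 genes with the smallest p-value in each direction whose groups do not overlap, and up to 5 members of each list past the cutoffs in each direction.

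The GO and KEGG gene sets were not used here. In their place 11 lists were written by hand and tested in both directions with a one-sided Fisher's exact test against all tested genes, with Benjamini-Hochberg adjustment over the 22 tests. The lists were Jak-STAT signaling, insulin signaling, insulin resistance, Wnt signaling, contractile fiber, extracellular matrix, TGF-beta targets, chemokine and cytokine ligands, undifferentiated myoblast, interferon-stimulated, and cell cycle genes. All members were also tested with camera at a preset correlation of 0.01 and at an estimated one, and with fry, and the median of a list was set against 10000 random lists of the same size and mean expression.

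The tests were tested on simulated data drawn from the means and library sizes of these libraries, with 200 genes changed by a log2 fold change of 2. Counts were drawn for each gene on its own. Correlated genes, reads that move between overlapping genes, and fragments of 4 counts were not simulated, so the false calls need not hold for the real libraries. The edgeR test recovered 189 of the 200 genes (94.5%) with 9 false calls among 18458 genes, and DESeq2 recovered 194 (97%) with 20 false calls among 19005 genes. The test with the replicate block recovered 190 genes with 20 false calls, and limma-trend on log2(TPM + 1) recovered 173 genes with 4 false calls. The scan of chromosome windows found a simulated shift of -0.3 in 104 genes as -0.32, with 1 window past its limit. The tools were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, pandas 2.3.3, scipy 1.17.1, numpy 2.4.6, and matplotlib 3.10.9. The western blots, RT-qPCR, patient samples, and animal experiments of the paper were not analysed here.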

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

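The tests of technical explanations in this part were chosen as such only after the result was seen. The edgeR test of the groups, glmTreat, and the scaling by library sizes alone were fixed before the data were examined. *Praf2*, *Kcnj2*, and *Csrp2* are outside the genes that the paper discusses, and were among the 5 upregulated genes with the smallest p-values. *Kcnj2*, which encodes a potassium channel on chromosome 11 from 111066164 to 111076821, rose from 18.3 ± 0.748 to 52.1 ± 2.92 CPM (SD, n = 3 each), a log2 fold change of 1.51 (standard error 0.0885, adjusted p = 2.09e-04 from edgeR's quasi-likelihood test). *Praf2*, on the X chromosome from 7728439 to 7731064, rose from 30.6 ± 0.827 to 84.2 ± 6.27 CPM, a log2 fold change of 1.46 (adjusted p = 2.09e-04 from the same test). *Csrp2*, which encodes a LIM domain protein, lies on chromosome 10 from 110919789 to 110939622. It rose from 43.6 ± 2.87 to 114 ± 5.78 CPM, a log2 fold change of 1.38 (adjusted p = 2.72e-04 from the same test). In each gene all 3 DM1 libraries lay above all 3 normal libraries, which the rule for naming these genes required. Of the settings run only glmTreat did not place the 3 genes past the threshold.

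The tables argue against 3 technical explanations as the whole cause. After the trends of the fold change with transcript length and GC content were removed, the lowest log2 fold change of the 3 genes was 1.33. With library sizes alone, which removes any effect of the scaling for abundant genes, it was 1.35. *Kcnj2* and *Csrp2* share exons or a span with 0 other genes on the same strand. *Praf2* does share exons, and counts summed over the 3 genes of its group lowered it to 1.16 (standard error 0.0847, adjusted p = 4.35e-04), so reads assigned to one of several genes that share exons or a span are not the whole cause of its rise, while a part of it stays open. A response to the CUG repeats may explain these changes, as a hypothesis found and tested on the same libraries. A difference between the stably transfected cell populations other than the repeats was not tested and stays open, since the methods do not say whether a group came from more than 1 transfection and selection.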

How the results depend on the processing

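The 2 alternatives named in the processing summary as chosen after seeing the data are counts divided by 4 and counts summed over genes that share exons. *Postn* was upregulated past the threshold under all 17 alternatives run for it, with a log2 fold change from 2.62 to 2.90 and an adjusted p-value from 1.79e-178 (DESeq2) to 3.16e-04. The ratio of the distances in the principal components ranged from 1.09 to 1.33 over 3 alternatives, each at the smallest exact permutation p of 0.1.

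The numbers of upregulated and downregulated genes were within 1.5 times of 259 and 155 under 13 of 17 alternatives each. With glmTreat they were 3 and 1, since it asks for a change larger than the cutoff, and without the cutoff on the fold change they were 1356 and 1660. With limma-trend on log2(TPM + 1) they were 58 and 79, and on log2(TPM + 0.1) they were 152 and 177. Added constants shrink the changes of low genes, and TPM also shifts the median log2 fold change of all genes, from 0.02 to -0.06 and -0.09. The share of upregulated genes among the calls was 62.6% with counts and 42.3% and 46.2% with the TPM values. Across the fits that each left out a library, the numbers ranged from 181 to 271 upregulated and from 91 to 192 downregulated genes, with 91 reached without normal library 3.

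Some directions were reversed. Summed over overlapping genes, the log2 fold change was -0.22 for *Gm45062*, -0.34 for *Gm49948*, -0.61 for *Pcdhga9*, and 0.25 for *Mir686*, and summed over genes that share exons it was -0.22, -0.34, -0.61, and 0.25. *Mbnl1*, at -0.0033 in the edgeR test, was at 0.0012 with DESeq2, 0.0012 with its size factors, 0.0031 with at least 10 counts in every library, 0.0062 with counts divided by 4, and 0.0024 summed over overlapping genes. With a library left out it ranged from -0.10 to 0.12, *Dmpk* from -0.13 to 0.12, and *Smad2* from -0.51 to 0.14. None of these 3 was past the threshold in those fits. The cause of the changes of sign was not tested for *Mbnl1*, *Dmpk*, and *Smad2*, and the sums add the counts of genes that went the other way.

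The contractile fiber and undifferentiated myoblast lists kept their side of the threshold under 18 of 20 alternatives. The others were kept under 17 for chemokine ligands, 17 for extracellular matrix, 15 for insulin signaling, 14 for downregulated Wnt genes, 12 for insulin resistance, 12 for TGF-beta targets, and 11 for Jak-STAT, and under 13 of 17 for upregulated Wnt genes. With glmTreat, which leaves few genes, the adjusted p-value was 0.0914 for contractile fiber, 0.185 for extracellular matrix, and 1 for Jak-STAT, TGF-beta targets, Wnt in both directions, chemokine ligands, insulin resistance, insulin signaling, and undifferentiated myoblasts. Without the cutoff on the fold change it was 0.629 for upregulated Wnt genes and 0.0534 for insulin resistance. On log2(TPM + 1) it was 0.294 for TGF-beta targets, 0.663 for upregulated Wnt genes, and 1 for chemokine ligands, and on log2(TPM + 0.1) it was 0.133 for Jak-STAT, 0.445 for TGF-beta targets, and 0.135 for upregulated Wnt genes. Beyond the constructions named, the cause was not tested.

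In the tests over all members, camera at the preset correlation gave adjusted p-values of 0.404 for Jak-STAT, 0.0898 for Wnt, and 0.0513 for insulin resistance. At the estimated correlation these were 0.691, 0.591, and 0.536, and those of TGF-beta targets and extracellular matrix were 0.485, of insulin signaling 0.458, of chemokine ligands and undifferentiated myoblasts 0.107, and of contractile fiber 0.102. With fry they were 0.168 for Jak-STAT, 0.155 for Wnt, 0.0632 for insulin resistance, and 0.0599 for TGF-beta targets and extracellular matrix. The calls for contractile fiber, chemokine ligands, insulin signaling, and undifferentiated myoblasts held under fry and none held under the estimated correlation.

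With a library left out, the adjusted p-value ranged from 0.0101 to 0.264 for Jak-STAT, from 0.00400 to 0.171 for TGF-beta targets, from 0.00402 to 0.225 for downregulated Wnt genes, from 0.00831 to 0.395 for insulin resistance, and from 0.0158 to 0.486 for insulin signaling. The highest values were reached without DM1 library 3, except for Jak-STAT, where it was reached without normal library 2.

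Over all tested genes there was little sign that the replicate numbers pair the libraries, since the deviations of libraries with the same number correlated at 0.0675, 0.0222, and 0.0263. With the replicate number as a block, 234 genes were upregulated and 139 were downregulated, of which 217 and 129 were also called without it. *Gm45062* (adjusted p = 0.0109), *Gm49948* (0.0249), *Trhde* (0.0307), and *Mir686* (0.0187) were past the threshold in this edgeR fit, and *Pagr1a* (0.0723), *Gfpt2* (0.0518), *Col26a1* (0.0714), and *Mef2c* were not.

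For the 85 named genes other than *Postn*, 1385 comparisons with an alternative kept the direction and the side of the threshold, 165 were no longer past it, 28 were newly past it, and 19 changed direction. For the list tests not described above 226 were unchanged and 8 were newly past the threshold. Depth limits the genes with few counts, as 73 of the 414 genes past the threshold had a mean under 50 counts.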

Differences from the paper's values

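The log2 fold changes of Table 1 that can be compared lay within the spread between replicates of the paper's values, except that of *Pdha2*, which was 5.35 here against the paper's 5.48. Among the alternatives set before the data were examined it was 5.48 with DESeq2, 5.53 with the replicate block, and 5.45 without DM1 library 1, and no other one closed the gap. The replicate SD for this comparison is on the scale of log2(CPM + 0.5). A second scale, with 1 count added, was tried after seeing the values and would place the gap within the SD.

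The adjusted p-values of all 20 genes of Table 1 differed, and for each DESeq2, the tool the paper's methods name, gave the paper's value, and none of the other alternatives set before the data were examined did. For *Postn* the paper gives 1.79e-178 and edgeR's quasi-likelihood test gave 3.52e-06. The paper's adjusted p-values, each followed by that of the edgeR test, were 0.0255 and 0.408 for *Gm45062*, 1.93e-06 and 0.0983 for *Gm49948*, and 0.00202 and 0.179 for *Gm47308*. They were 6.79e-07 and 0.00644 for *Pdha2*, 0.00518 and 0.167 for *Pcdhga9*, and 2.93e-06 and 0.0162 for *Lgr5*. For *Rarb* they were 1.93e-17 and 0.00181, for *Trhde* 0.00642 and 0.0706, and for *Sema5b* 4.62e-06 and 0.00582. For *Tspan8* they were 2.18e-55 and 2.09e-04, for *Sectm1a* 7.53e-08 and 0.00534, and for *Gm43488* 3.34e-04 and 0.00951. Among the downregulated genes, the paper's values and those of the edgeR test were 8.74e-08 and 0.171 for *Mir686*, 1.99e-06 and 0.0129 for *Pagr1a*, and 9.99e-06 and 0.00861 for *Gdf5*. They were 1.97e-71 and 7.65e-05 for *Myh8*, 3.39e-04 and 0.00891 for *Slc25a23*, 0.0332 and 0.118 for *Unc13c*, and 8.09e-07 and 0.00249 for *Fras1*.

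The paper lists *Gm45062*, *Gm49948*, *Gm47308*, *Pcdhga9*, *Trhde*, *Mir686*, and *Unc13c* as changed, and the edgeR test did not place them past the threshold. All 7 were past it with DESeq2. Without robust estimation in edgeR, *Gm49948* (adjusted p = 0.0351), *Gm47308* (0.0418), *Pcdhga9* (0.0463), and *Mir686* (0.0330) were past it. With the replicate block, *Gm45062*, *Gm49948*, *Trhde*, and *Mir686* were. Without DM1 library 3, *Gm45062* (edgeR, adjusted p = 2.32e-04), *Gm49948* (0.0187), *Gm47308* (1.20e-05), and *Pcdhga9* (0.0149) were, without DM1 library 2 *Gm49948* (0.00312), without normal library 3 *Mir686* (2.49e-06), and without DM1 library 1 *Unc13c* (0.0157).

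The paper measures *Myomixer* by RT-qPCR as lower in the DM1 group during differentiation. In the RNA-seq libraries of day 4 its gene *Mymx* had a log2 fold change of 0.23 (standard error 0.0748, adjusted p = 0.0732 from edgeR's quasi-likelihood test). Without DM1 library 3 it was 0.25 (adjusted p = 0.0404), and the adjusted p-value was over 0.05 in 5 of the 6 fits that each left out a library. The paper finds the SMAD3 protein higher in DM1 myoblasts at day 4, and the mRNA of *Smad3* had a log2 fold change of -0.31 (standard error 0.0847, adjusted p = 0.0413 from the same test), with an adjusted p-value over 0.05, up to 0.201, in 5 of the 6 fits that each left out a library. Protein and mRNA need not move together. The paper also measures *Mrf4* and *Myomaker* as lower, and their genes *Myf6* and *Mymk* had log2 fold changes of -0.61 and -0.55 that were not past the threshold (adjusted p = 0.296 and 0.304 from the same test).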

Other observations

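In this part, the tests of shared exons, of pseudogenes, of counts divided by 4, of the length and GC trends in the insulin list, of the quartiles, the copies, and the windows of the chromosome 8 region, and of a batch shared by libraries with the same number were chosen only after the result was seen.

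Some genes were present in 1 library and absent from another library of the same group. Counting genes with at most 3 counts in 1 library and at least 100 counts in another of the same group gave 68 genes. No value was lost between the deposited files, since of their 126 values of 0 the number with a TPM above 0 was 0, and no failed library explains them, since the library with most of the low values held 26.8% of them, with between 13 and 30 in each library. Of the 68 genes, 43 (63.2%) share exonic bases with another gene on the same strand, against 8.48% of other tested genes (Fisher's exact test, p = 4.15e-29), which is consistent with StringTie giving the reads of a locus to 1 of several overlapping genes in 1 library and to another in the next. Summing over genes that share exons, which lifts a low value wherever a neighbor has counts, left 27 such genes. Pseudogenes made up 10.3% of the 68 genes and 10.0% of other tested genes, and reads shared with copies elsewhere in the genome cannot be told apart from other causes here, because reads that map to several places were not analysed. Among the genes that share no exon were *Lats1*, *Fbxo32*, and *Skp2*, named after their values were seen, which had 0 counts in 1 library and at least 990 counts in each of the others.

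DESeq2 placed 3 of these 68 genes past the threshold, *Gm45062*, *Gm47308*, and *Mir686*, all of them in Table 1. None of these 3 passed the filter of the edgeR test, which 48 of the 68 genes passed. In the edgeR fit of all genes with at least 1 count, 0 of the 68 were past the threshold, and 2, *Gm47308* and *Mir686*, at an unadjusted p-value. *Gm49948* and *Pcdhga9*, also in Table 1 and sharing exons, fall outside this count of 68 genes and ranged from 5 to 104 and from 28 to 5168 counts within the DM1 group. Each of these 5 genes held at most 48.2% of the counts of its locus in any library. Even a full gain or loss of the gene could therefore not move the sum past the cutoff on the fold change. Reads assigned to one of several genes that share exons or a span therefore cannot be told apart from a change of these genes by the sums. The sum at the locus of *Pcdhga9* was lower, at -0.61 (standard error 0.110, adjusted p = 0.00909). A true switch between isoforms in single cultures stays open.

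The second principal component separated library 3 from libraries 1 and 2 in both groups. A batch shared by libraries with the same number and acting on most genes would make their deviations correlate, and the highest such correlation was 0.0675. It was taken over all 19005 tested genes, so a shared batch that acts on a part of them, such as the 500 genes of the component, is not excluded. Genes that jump between libraries were 66 of the 500 genes (13.2%) and held 52.4% of the squared weight of the component. Shared exons are not the whole cause, since after summing over them the smallest gap between library 3 and the others was 10.2. No biological explanation was tested for a difference between replicates.

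Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many genes past the threshold. The others gave between 0 and 4 genes, and between 113 and 181 at an unadjusted p-value against 719 for the real split. A share under 0.1 cannot be reached with 10 splits. That a count is less than 1 fragment does not create the calls, since 403 genes were past the threshold with counts divided by 4.

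Longer transcripts were lower in DM1 myoblasts. Over 11571 genes with a mean log2 CPM over 2, Spearman's rho of the log2 fold change with transcript length was -0.26 across genes, which are not independent replicates, and the median log2 fold change was 0.17 in the shortest and -0.12 in the longest of 5 equal groups of genes by length. The trend was -0.27 without the contractile fiber list and -0.24 with TPM values, so neither these genes nor the conversion of coverage to counts is its cause. It was as far from 0 in 3 of the 10 splits, so a grouping by chance cannot be told apart from the condition. Within a group the trend of single libraries differed by up to 0.307, against a difference of 0.390 between the group means, so a length bias of single libraries, such as from RNA quality, cannot be told apart from it either. The insulin signaling list may owe part of its shift to this trend, since its median moved from percentile 0.07 to percentile 13.7 of random lists once the trends with length and GC content were removed.

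The contractile fiber genes were lower in the DM1 group, and the tests of a technical cause did not remove this. Their median was -0.59 after the trends with length and GC content were removed, and 15 members were downregulated with library sizes alone. A larger share of undifferentiated myoblasts would raise the genes of such cells, and the median of the undifferentiated myoblast list was -0.29, with *Heyl* and *Hey1* downregulated past the threshold (log2 fold changes of -1.61 and -2.33, adjusted p = 0.0357 for 2 of 24 genes, one-sided Fisher's exact test, 0 upregulated and 0 also at an unadjusted p-value). Some members went the other way. Without a cutoff on the fold change 9 members were lower and 3, *Cd34*, *Fgfr4*, and *Id2*, named after their values were seen, were higher, and without DM1 library 2 the test called 2 members upregulated (adjusted p = 0.0461). A larger share of such cells would raise these genes alike, which the list as a whole did not show. The list was written by hand and does not count cells, so a larger share stays open. A change within these cells stays open too. The paper measured a lower fusion index in the DM1 group by immunostaining at a later day of differentiation. A lower output of the contractile program in the DM1 cells may be the cause, as a hypothesis found and tested on the same data. Effects of the stable line other than the repeats stay open.

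Genes of distal chromosome 8, from 110215665 to 129282844 on GRCm38, were lower as a block in the DM1 group. The start of the region, at 110 Mb, was chosen after its values were seen. The median log2 fold change of its 127 genes was -0.25 relative to all genes, and 94 (74.0%) lay below the median of all genes, while only 1 gene was downregulated past the threshold. It was found in a scan of 160 windows of 10 Mb, where the limits that 1000 permutations of gene positions gave over all windows were -0.21 and 0.23. The windows that make up the region had medians of -0.26 and -0.25, both below the limit, which argues against chance placement of lower genes. After the trends with length and GC content were removed, the median of the region was -0.20. The window nearer the start, at -0.23, was still below the limit for such values, so these trends are not its whole cause. The other, at -0.19, was no longer below it, and there a bias of length or GC content cannot be told apart from other causes. The only other window outside the limits was on chromosome 13, from 70000001 to 80000000, with a median of 0.31 over 39 genes. It was at 0.18 and within the limits after the trends were removed. The 75th percentile of the chromosome 8 region was shifted by -0.22, so a few strongly lower genes are not the cause. The medians of the DM1 libraries were -0.27, -0.28, and -0.15 against the normal libraries. Fewer copies of the region in part of the DM1 cells is a candidate explanation, which cannot be told apart from regulation of the region, because RNA alone does not count copies and each condition was transfected and selected on its own. The real split was the only 1 of the 10 with a median as far from that of all genes (the next was at 0.14), which leaves a grouping by chance open as well. The window of *Postn* on chromosome 3 had a median of 0.05 over 41 genes.

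The lists that no passage describes gave the following. Of 46 chemokine and cytokine ligands 9 were upregulated (one-sided Fisher's exact test, adjusted p = 1.10e-07, 10 adjusted over the list alone), such as *Ccl9* (1.71 on the log2 scale), and 2 were downregulated (adjusted p = 0.0968). Of 107 extracellular matrix genes 8, *Postn* among them, were upregulated (adjusted p = 7.98e-04, 9 adjusted over the list alone) and 3 were downregulated (adjusted p = 0.0968). The number of upregulated chemokine and cytokine ligands fell to 5 without normal library 1 (adjusted p = 0.00112). That of extracellular matrix genes fell to 5 without DM1 library 3 (adjusted p = 0.0406). Both results stayed past the threshold with any library left out. Of 37 TGF-beta targets *Tagln*, *Col1a1*, and *Cnn1* were upregulated (adjusted p = 0.0338, 4 adjusted over the list alone) and 0 were downregulated (0 also at an unadjusted p-value). The TGF-beta result was lost without DM1 library 3 (adjusted p = 0.171), without normal library 3 (0.111), and without DM1 library 2 (0.0840). Without a cutoff on the fold change, 14 targets were higher (adjusted p = 7.80e-07, one-sided Fisher's exact test) and 6 were lower. The median log2 fold change of the targets was 0.21, at percentile 99.93 of random lists. Over all targets, camera gave adjusted p-values of 8.01e-04 at the preset correlation and 0.485 at the estimated one. With fry it was 0.0599. Of 36 interferon-stimulated genes *Ifit1* and *Ifi44* were downregulated (adjusted p = 0.0695), *Ifi44* at least 10.1-fold lower with 0 counts in every DM1 library, and *Zbp1* was upregulated. Of 40 cell cycle genes 0 were past the threshold in either direction (0 also at an unadjusted p-value).

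Genes that the paper measures by other methods or names for DM1 gave these values in the RNA-seq libraries, all from edgeR's quasi-likelihood test. *Myod1* had a log2 fold change of -0.52 (standard error 0.103, adjusted p = 0.0129), *Myog* of -0.65 (adjusted p = 0.00227), and *Celf1* of -0.47 (adjusted p = 0.00612). *Mef2c* was at -1.01 (adjusted p = 0.0471) and at -0.62 (adjusted p = 0.0238) without normal library 3, which held 8290 counts against 4912 and 4146 in the other normal libraries. Its highest adjusted p-value with a library left out was 0.186, without DM1 library 1, and it was past the threshold in only 1 of the 6 such fits, without normal library 1. *Cdkn1a* fell by 0.33 and *Rb1* by 0.43 (adjusted p = 0.0257 and 0.0160). With a library left out, the adjusted p-value reached 0.0685 for *Myod1*, 0.117 for *Cdkn1a*, and 0.0875 for *Rb1*. *Mbnl1*, *Dmpk*, *Six5*, *Ccnd1*, *Smad2*, *Tgfb1*, *Tgfb2*, *Tgfb3*, and *Gapdh* had adjusted p-values of 0.0691 or more. Without DM1 library 3 it was 0.0274 for *Tgfb1* and 0.00937 for *Tgfb3*, both lower in the DM1 group (log2 fold changes of -0.34 and -0.40). Without DM1 library 1 it was 0.0458 for *Tgfb2*, which was higher (log2 fold change of 0.49). Each of these TGF-beta genes kept its direction in all 6 such fits, and its adjusted p-value was over 0.05 in 5 of them. DESeq2 gave adjusted p-values of 0.0436 for *Tgfb2*, 0.0450 for *Tgfb3*, and 0.210 for *Tgfb1*.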
